# Carbon dioxide regulates cholesterol levels through SREBP2

**DOI:** 10.1371/journal.pbio.3002367

**Published:** 2023-11-15

**Authors:** Nityanand Bolshette, Saar Ezagouri, Vaishnavi Dandavate, Iuliia Karavaeva, Marina Golik, Hu Wang, Peter J. Espenshade, Timothy F. Osborne, Xianlin Han, Gad Asher

## Abstract

In mammals, O_2_ and CO_2_ levels are tightly regulated and are altered under various pathological conditions. While the molecular mechanisms that participate in O_2_ sensing are well characterized, little is known regarding the signaling pathways that participate in CO_2_ signaling and adaptation. Here, we show that CO_2_ levels control a distinct cellular transcriptional response that differs from mere pH changes. Unexpectedly, we discovered that CO_2_ regulates the expression of cholesterogenic genes in a SREBP2-dependent manner and modulates cellular cholesterol accumulation. Molecular dissection of the underlying mechanism suggests that CO_2_ triggers SREBP2 activation through changes in endoplasmic reticulum (ER) membrane cholesterol levels. Collectively, we propose that SREBP2 participates in CO_2_ signaling and that cellular cholesterol levels can be modulated by CO_2_ through SREBP2.

## Abstract 2

In mammals, oxygen and carbon dioxide levels are tightly regulated and are altered under various pathological conditions, but little is known regarding the pathways involved in CO2 signaling and adaptation. This study provides new insight into the interaction between carbon dioxide, SREBP2 activation and regulation of cholesterol levels, suggesting that cellular cholesterol levels can be modulated by carbon dioxide through SREBP2.

## Introduction

A fundamental process in mammalian physiology is oxygen (O_2_) uptake from the environment into cells in exchange of carbon dioxide (CO_2_), a byproduct of energy generation upon aerobic respiration. Oxygen is an essential substrate for cellular metabolism and bioenergetics and is indispensable for normal physiology and survival. Consequently, mammals have developed mechanisms to sense O_2_ levels and regulate O_2_ consumption in order to cope with conditions of insufficient O_2_ supply. A principal regulator in the response to low oxygen levels is the hypoxia-inducible factor (HIF), which participates in sensing of low oxygen levels and subsequently activates a transcriptional program that facilitates cellular adaptation to changes in oxygen levels [1–3]. While the cellular response to oxygen levels is well characterized, relatively little is known regarding the mechanisms that participate in response to changes in CO_2_ levels. It is noteworthy that CO_2_ plays various critical roles in mammalian physiology including regulation of blood pH, respiratory drive, and O_2_ affinity for hemoglobin [4]. Under physiological conditions, arterial blood CO_2_ levels are tightly maintained approximately 35 to 45 mm Hg (approximately 5%). Altered CO_2_ levels are associated with the pathophysiology of various diseases such as chronic obstructive pulmonary disease (COPD) and obstructive sleep apnea (OSA) as well as impaired wound healing and fibrosis [5–7].

Carbon dioxide molecules are transported in the blood from body tissues to the lungs by one of 3 methods: dissolution directly into the blood, binding to hemoglobin, or carried as a bicarbonate ion. About 10% of CO_2_ is dissolved in the plasma, a small fraction is bound to hemoglobin, while the majority (about 85%) is carried as a part of the bicarbonate buffer system [4]. In aqueous solution, CO_2_ reacts with the water to form carbonic acid (H_2_CO_3_), which is readily buffered by the bicarbonate buffer system to maintain the pH levels within the physiological range [8].

To identify signaling pathways that regulate gene expression in response to changes in CO_2_ levels, and hence participate in CO_2_ sensing, we employed a cell culture setup alongside high-throughput transcriptomic and biochemical analyses. We found that CO_2_ activates a distinct transcriptional response that is dependent on SREBP2, a key regulator of cholesterol biosynthesis, to regulate the expression of cholesterogenic genes and cholesterol accumulation. SREBP2 regulation by CO_2_ is likely mediated by changes in endoplasmic reticulum (ER) membrane cholesterol levels. We, thus, propose that SREBP2 plays a role in cellular CO_2_ signaling and that SREBP2 regulation of cholesterol levels can be modulated by changes in CO_2_ levels.

## Results

### The transcriptional response to low CO_2_ differs from pH

To identify signaling pathways that participate specifically in CO_2_ sensing and not changes in pH, we examined the global transcriptional response of cultured cells to reduction in CO_2_ levels from 5% to 1%. We used special chambers with CO_2_, O_2_ and temperature controls [9]. Temperature, O_2_ and CO_2_, levels were continuously monitored throughout the experiment with constant temperature of 37°C and 20% O_2_. While CO_2_ levels were modulated by replacing them with the inert nitrogen gas and were kept either at 5% or 1% (Fig 1A).

**Fig 1:**
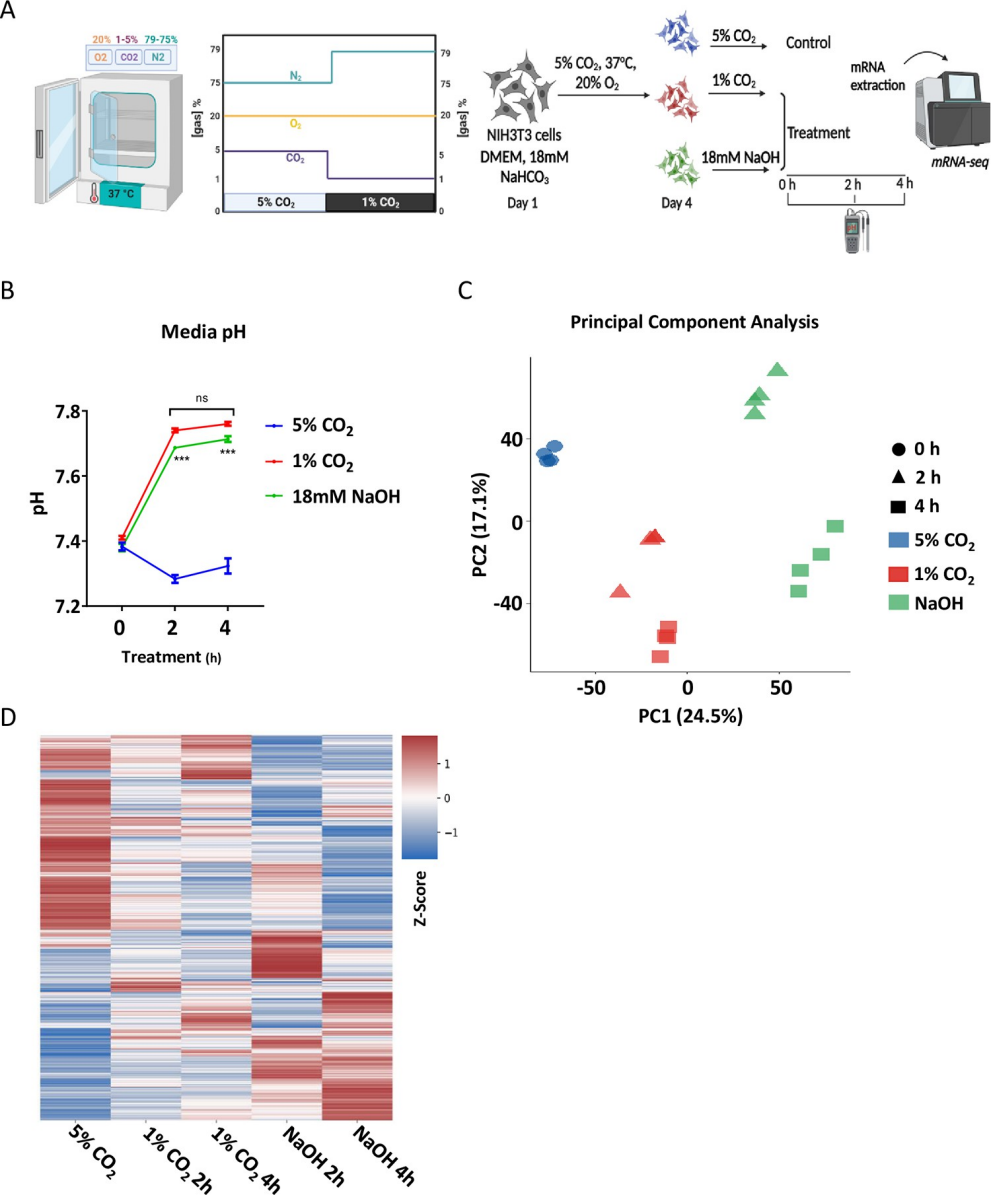
The transcriptional response to low CO_2_ levels compared to NaOH treatment. (**A**) A schematic depiction of the experimental design. NIH3T3 cells were cultured in media B (as detailed in method) at 37°C with 5% CO_2_ and 20% oxygen. On day 4, cells were either untreated or treated with 18 mM NaOH or shifted to a special incubator (Coy Labs, USA) with 1% CO_2_ and 20% oxygen. Cells and media were collected 2 and 4 h post treatment. RNA was extracted and analyzed by RNA sequencing (*n* = 4 for each time point per condition). (**B**) pH measurements of the growth media (mean ± SE, *n* = 3 biological replicates for each time point per condition, ***P < 0.001, nonsignificant (ns), two-sided Student’s *t* test). (**C**) PCA. (**D**) Heatmap representation of genes that were significantly altered (see Methods) between time points within conditions. Data are presented as row z-scores of the expression per condition. See also S1 Fig and S1 Table. The data underlying the graphs shown in the figure is included in S1 Data. Graphical illustrations were generated with BioRender.com. PCA, principal component analysis.

As aforementioned, once CO_2_ reacts with aqueous solution it forms carbonic acid and acidifies it. Since the reduction in CO_2_ levels from 5% to 1% resulted in alkaline condition, we also used 18 mM NaOH to alkalize the media as a control for changes that are purely pH-dependent. Importantly, under both conditions, namely 1% CO_2_ or 18 mM NaOH, the media pH at 2 and 4 h post exposure was similar (approximately 7.7) and differed from that of control cells (5% CO_2_), which maintained pH across the normal physiological range (approximately 7.3) (Fig 1B). NIH3T3 cells (a fibroblast cell line that was isolated from mouse NIH/Swiss embryos) were harvested 2 and 4 h post exposure, RNA was extracted and analyzed by RNA-sequencing. 

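The sequenced samples were 20 libraries of NIH3T3 cells, 4 for each of 5 groups. The groups were control cells at 5% CO2 at 0 h, cells at 1% CO2 for 2 h, cells at 1% CO2 for 4 h, cells at 5% CO2 with 18 mM NaOH in the media for 2 h, and cells with 18 mM NaOH for 4 h. The legend of Fig 2 calls the 4 samples of a group biological replicates. The 0 h libraries were the control of both treatments, and no untreated library of 2 or 4 h was analysed here, so the time since 0 h and the handling of the dishes come with the treatment in each comparison against 0 h. Cells at 1% CO2 and cells with NaOH shared the time since 0 h at each time point, although the former were moved to another incubator, and a direct comparison between them was therefore tested too. Bulk MARS-seq captures the 3′ ends of polyadenylated transcripts and tags each molecule with a unique molecular identifier (UMI), so that PCR copies of 1 molecule are counted once. The authors trimmed the reads with cutadapt v1.15, mapped them to the mm10 genome with STAR v2.5.2b and counted UMIs per RefSeq gene with HTSeq-count v0.9.1, while the submitters' processing notes name STAR 2.4.2a. The deposited table holds the UMI counts of 11075 genes. The total count per library was 2815294 to 5640523 (median 3949181) at 0 h, 3010000 to 3976501 (median 3316080) and 2194246 to 3686677 (median 2833917) after 2 and 4 h of 1% CO2, and 1325293 to 3923606 (median 3166072) and 3250421 to 4260274 (median 3484018.5) after 2 and 4 h of NaOH. The totals of replicate 2 at 0 h and replicate 4 of 1% CO2 at 2 h are round, 3890000 and 3010000, and whether these libraries were subsampled could not be told from the counts. The counts were scaled with TMM factors, which take most genes as unchanged, and tested with edgeR's quasi-likelihood test over the 20 libraries with Benjamini-Hochberg adjustment, for the 9726 genes with a mean normalized count of at least 5. Genes were called changed at an adjusted p of at most 0.05 and a log2FC of at least 1 in size, the paper's thresholds. Levels are TMM-normalized counts, given as mean ± SD of the 4 libraries, and the error of a log2FC is its standard error (SE). Counts were simulated with the 0 h means in the libraries of both 0 h and 1% CO2 2 h, each gene drawn independently. On these the test called 96 of 100 genes changed 2.83-fold, 100 of 100 genes changed 8-fold and 1 of 9483 unchanged genes. Changes closer to the log2FC threshold of 1 were not simulated, so that the share called there is not known. Without TMM factors the median log2FC of all genes against 0 h shifted to -0.12 after 4 h of 1% CO2, -0.21 after 2 h and -0.19 after 4 h of NaOH, and the median for 1% CO2 against NaOH at 2 h shifted to 0.12. Gene lists were fixed before the data were examined, but with the paper at hand. From these samples the paper had reported cholesterol biosynthesis, and SREBP2, HIF-1α and YAP as candidate regulators. Tests of the lists for these are therefore not independent of the paper's findings. List members were also counted with p adjusted over the list alone. The counts adjusted over the list alone equal those given, apart from cases where both are printed.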

The transcriptomic analysis revealed that the transcriptional response differed between the low CO_2_ exposure and the alkaline conditions, even though the pH was similar (Figs 1C and 1D and S1). Notably, principal component analysis (PCA) and unsupervised clustering analyses (Fig 1C and 1D) clearly discriminated between exposure to low CO_2_ versus NaOH treatment. 

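In the PCA of log2 counts of the tested genes, scaled to equal library size, the 5 groups of libraries lay apart, and each of the 20 libraries had a library of its own group as its nearest neighbour over all genes. PC1, with 26.0% of the variance, placed the control cells at -72.3 ± 2.06 (SD, n = 4), the cells at 1% CO2 at -22.4 ± 8.76 after 2 h and -10.5 ± 2.17 after 4 h, and the NaOH-treated cells at 36.9 ± 6.00 after 2 h and 68.3 ± 9.19 after 4 h. At both times every library of cells at 1% CO2 was below every library of NaOH-treated cells on PC1 (exact permutation test, two-sided p = 0.029, the smallest p that 4 libraries against 4 allow). PC2, with 17.9% of the variance, went from -30.1 ± 3.52 in control cells to 15.5 ± 14.2 and 55.9 ± 6.62 after 2 and 4 h of 1% CO2. NaOH-treated cells went the other way on PC2 at 2 h, to -57.9 ± 8.99, and were at 16.6 ± 13.8 at 4 h. The library of replicate 3 of 1% CO2 at 2 h lay at -35.5 on PC1 and 36.7 on PC2, apart from the other 3 libraries of its group, which lay between -19.4 and -17.3 on PC1 and between 7.69 and 9.75 on PC2. With the 500 genes of highest variance alone, PC1 held 45.8% of the variance.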

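After 2 h of 18 mM NaOH, 650 genes were higher and 518 lower than in control cells at 0 h, and after 4 h 739 were higher and 774 lower. Ctgf, a secreted protein of the matrix, lies on chromosome 10 of GRCm38 from 24595442 to 24598683 and rose from 81.6 ± 9.50 (SD, n = 4) normalized counts to 7134 ± 365 at 2 h (log2FC 6.45, SE 0.11, edgeR adjusted p = 6.4e-33). Of 22 immediate early genes, which are transcribed within minutes of a stimulus, 15 were higher and 1 was lower at 2 h (limma's camera test, adjusted p = 6.8e-42). Among them Fosb had a log2FC of 6.92 (SE 0.20) and Junb of 2.76 (SE 0.092), while Klf2 fell by 1.82 (SE 0.11) on the log2 scale. The nuclear receptor gene Nr4a3 had a count of 0 in every control library and 156 ± 13.5 normalized counts at 2 h. At 4 h, 10 immediate early genes were higher and 4 lower than at 0 h, and as a set they did not pass the test (camera adjusted p = 0.084). Of 19 genes of the actin cytoskeleton that the serum response factor controls, 12 were higher at 2 h and 10 at 4 h (camera adjusted p = 9.4e-39 and 2.8e-22). Tagln had a log2FC of 3.25 (SE 0.097) and the smooth muscle actin gene Acta2 of 3.99 (SE 0.12) at 2 h. Of 15 target genes of TGFβ and BMP signaling, 6 were higher at 2 h (camera adjusted p = 3.6e-16). At 4 h 3 were higher and 2 lower (camera adjusted p = 0.0095, and adjusted p = 0.081 with an estimated correlation). Txnip, an inhibitor of glucose uptake, fell from 919.7 ± 29.0 to 28.9 ± 6.13 at 2 h (log2FC -4.97, SE 0.15, edgeR adjusted p = 2.0e-25) and to 32.7 ± 6.30 at 4 h. The circadian transcription factor gene Dbp fell by 2.79 (SE 0.12) on the log2 scale at 4 h. Scaled by library size alone, the split was 493 higher and 790 lower at 2 h and 512 higher and 1156 lower at 4 h. More genes were higher than lower at 4 h with DESeq2 at the paper's settings (561 higher and 338 lower at 2 h, 651 and 588 at 4 h), with a mean count of at least 20 (493 and 223, 595 and 392) and with edgeR's glmTreat (350 and 96, 354 and 229), so that the balance depends on the setting.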

NaOH treatment induced a prominent effect on gene expression with 2,697 genes showing differential response (P adj. < = 0.05, |log2FC| > = 1, baseMean > = 5), with 1,320 up- and 1,377 down-regulated. 

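In cells at 1% CO2, 307 genes were higher and 231 lower at 2 h than at 0 h, and 395 were higher and 387 lower at 4 h. Epiregulin (Ereg), a ligand of the EGF receptor, lies on chromosome 5 of GRCm38 from 91074617 to 91093649 and rose from 4.09 ± 0.955 (SD, n = 4) normalized counts to 125 ± 26.4 at 2 h (log2FC 4.86, SE 0.27, edgeR adjusted p = 1.1e-15) and 90.4 ± 5.19 at 4 h. Ereg rose with NaOH too, with 93.8 to 184 normalized counts in the libraries of 2 h. Fosl1, an AP-1 transcription factor, rose from 48.0 ± 11.5 to 842 ± 24.7 at 2 h (log2FC 4.16, SE 0.12, edgeR adjusted p = 7.6e-24). The chemokine gene Ccl2 had a log2FC of 3.48 (SE 0.14) at 2 h and 4.40 (SE 0.14) at 4 h. Of the 22 immediate early genes, 8 were higher and 1 was lower at 2 h (camera adjusted p = 2.9e-14). Arc had a log2FC of 3.73 (SE 0.19) and Dusp6, a phosphatase of ERK, of 2.98 (SE 0.15). At 4 h 5 of them were higher and 4 lower, with Fos at a log2FC of -1.57 (SE 0.36) and Klf2 at -1.08 (SE 0.11) (camera adjusted p = 0.56 for the set). With DESeq2 at the paper's settings 6 were higher and 0 lower at 2 h, and 3 higher and 2 lower at 4 h. Of the 19 actin cytoskeleton genes, 8 were higher at 2 h and 7 at 4 h (camera adjusted p = 7.6e-24 and 2.5e-18). Tagln had a log2FC of 2.10 (SE 0.096) at 2 h and Vcl, which encodes vinculin of focal adhesions, of 1.62 (SE 0.11) at 4 h. Etv5, a transcription factor of the ETS family downstream of ERK, rose from 3.27 ± 1.12 to 93.4 ± 17.3 normalized counts at 4 h (log2FC 4.72, SE 0.28, edgeR adjusted p = 3.1e-16). Etv5 rose with NaOH too, with 29.7 to 43.3 normalized counts in the libraries of 4 h. Txnip fell to 135 ± 22.9 at 2 h (log2FC -2.76, SE 0.12, edgeR adjusted p = 4.1e-20). Id3, an inhibitor of helix-loop-helix transcription factors, fell by 2.34 (SE 0.11) on the log2 scale at 2 h. The cold-inducible RNA-binding protein gene Cirbp fell from 255 ± 17.7 to 35.0 ± 5.65 at 4 h (log2FC -2.87, SE 0.14, edgeR adjusted p = 3.8e-18). Cirbp fell with NaOH too, with 55.3 to 78.1 normalized counts in the libraries of 4 h. Between 2 and 4 h of 1% CO2, 65 genes rose and 64 fell. Scaled by library size alone, the split was 269 higher and 285 lower at 2 h, 296 higher and 519 lower at 4 h, and 50 higher and 77 lower for 4 h against 2 h. With DESeq2 at the paper's settings it was 239 and 133, 323 and 221, and 35 and 34, with a mean count of at least 20 it was 237 and 93, 304 and 165, and 29 and 30, and with glmTreat 95 and 21, 140 and 42, and 2 and 5. The paper's S1 Table lists 294 genes higher and 245 lower at 2 h, and 391 and 398 at 4 h. DESeq2 run here with those settings thus called fewer genes than the paper lists.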

While exposure to a low CO_2_ level led to a milder effect on gene expression (1,328 genes with 685 up- and 643 down-regulated) (S1A and S1B Fig). Although, both the up- and down-regulated genes overlapped between the CO_2_ and NaOH groups, we found in line with the PCA and cluster analyses that a significant number of genes are uniquely altered in response to CO_2_ (S1B Fig).

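At 2 h, 217 genes were higher and 103 lower in both 1% CO2 and NaOH, and at 4 h 263 were higher and 239 lower in both. Among the shared changes, the AP-1 gene Fosl1 had a log2FC of 5.62 (SE 0.13) after 2 h of NaOH and 3.96 (SE 0.12) after 4 h of 1% CO2, values of different times. At 4 h Fosl1 had 695 to 791 normalized counts in the libraries of 1% CO2 and 857 to 1276 in those of NaOH. Bmf, a BH3-only gene of apoptosis, fell by 2.65 (SE 0.14) after 2 h of 1% CO2 and fell by 3.61 (SE 0.17) after 2 h of NaOH on the log2 scale. The log2FC of Ccl2 was 4.81 (SE 0.14) after 4 h of NaOH. Changed at 1% CO2 and not with NaOH were 213 genes at 2 h (89 higher and 124 lower) and 273 at 4 h (131 higher and 142 lower). In 59 of these 213 and 67 of these 273 the direct test between 1% CO2 and NaOH also passed, on both the adjusted p and the log2FC threshold. The 67 included the cholesterol synthesis genes Dhcr7, Mvk, Nsdhl, Acat2 and Mvd. On the adjusted p alone, 113 of the 213 and 142 of the 273 differed from NaOH in the direction of their change. Of the genes changed the same way by both treatments, 60 of 320 passed both thresholds between the treatments at 2 h and 53 of 502 at 4 h. The change was larger in NaOH in 56 of the 60 and 47 of the 53. At 2 h 5 genes went in opposite directions. Arrdc3, an arrestin-domain gene, was higher at 1% CO2 and lower with NaOH, and Fosb, Gadd45b, Fam46b and Usp53 were lower at 1% CO2 and higher with NaOH. Usp53 had a mean of only 8.73 normalized counts. At 4 h 7 genes did so, among them Fosb and Glis1, and 4 of the 7 had a mean of only 5.10 to 8.85 normalized counts. Fosb had 2.39 to 8.00 normalized counts at 0 h, 0.81 to 2.78 at 2 h of 1% CO2 and 0 to 3.49 at 4 h of 1% CO2. These ranges overlap, and its fall at 1% CO2 rests on few counts. With DESeq2 at the paper's settings 2 genes at 2 h and 1 at 4 h went in opposite directions. These opposite genes were chosen after their values were seen. Independent lists of these sizes would share 20.5 higher and 12.3 lower genes at 2 h and 30.0 higher and 30.8 lower at 4 h. Both comparisons use the same 4 control libraries, so chance in the controls moves both. Over 20 simulations of unchanged groups against shared controls, the covariance of the log2FC over genes was 0.0175 at 2 h and 0.0173 at 4 h, against 0.251 and 0.331 observed. Pearson's r across genes, which are not independent replicates, was 0.448 and 0.447 simulated, and 0.629 and 0.698 observed. With the control libraries split 2 and 2 between the treatments, the median over 6 splits was 189 higher and 89.5 lower in both at 2 h and 249 and 207 at 4 h. DESeq2 with the paper's settings gave 166 and 64 at 2 h and 212 and 136 at 4 h, and 140 and 195 genes changed at 1% CO2 and not with NaOH.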

Overall, our analyses show that under similar alkaline pH, the transcriptional response differs between low CO_2_ and NaOH treatments. Thus, supporting a distinct mechanism that is activated in response to changes in CO_2_ levels to regulate gene expression.

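Set against each other at the same time, 267 genes were higher and 366 lower in cells at 1% CO2 than in NaOH-treated cells at 2 h, and 321 were higher and 309 lower at 4 h. Of the 22 immediate early genes, 12 were lower and 1 was higher at 1% CO2 at 2 h (camera adjusted p = 1.2e-28), and 5 were lower and 1 was higher at 4 h, when the set did not pass (camera adjusted p = 0.12). Fosb was at 1.70 ± 0.906 (SD, n = 4) normalized counts after 2 h of 1% CO2 and 686 ± 58.4 after 2 h of NaOH (log2FC -8.57, SE 0.25, edgeR adjusted p = 3.0e-24). Egr1 was the gene that was higher at 1% CO2, by a log2FC of 1.36 (SE 0.10) at 2 h and 1.53 (SE 0.12) at 4 h. At 4 h Egr1 was below the control libraries (316 to 384 normalized counts) in both treatments. It was at 206 to 248 at 1% CO2 and 65.3 to 96.1 with NaOH. The stress gene Gadd45b stood at 51.7 ± 1.59 against 1802 ± 270.0 at 2 h (log2FC -5.12, SE 0.13, edgeR adjusted p = 1.2e-27). Of the 15 TGFβ target genes, 8 were lower at 1% CO2 than with NaOH at 2 h and 5 at 4 h (camera adjusted p = 1.6e-32 and 6.3e-06). The inhibitory Smad gene Smad7 had a log2FC of -2.68 (SE 0.12) at 2 h. Of the 19 actin cytoskeleton genes, 6 were lower at 2 h and 4 at 4 h (camera adjusted p = 2.6e-16 and 7.7e-07). Higher at 1% CO2 was Lpin1, a phosphatidate phosphatase of triglyceride synthesis, with 105 ± 14.2 against 19.2 ± 9.07 at 2 h (log2FC 2.50, SE 0.21, edgeR adjusted p = 5.1e-12). The control libraries had 55.7 to 88.0 normalized counts of Lpin1, and those of 1% CO2 at 2 h, with 84.2 to 114, overlapped them. With NaOH it was at 9.74 to 29.8, so that the larger part of the difference was a fall with NaOH. Also higher were Txnip, with a log2FC of 2.21 (SE 0.17) at 2 h and 2.51 (SE 0.15) at 4 h, and the matrix Gla protein gene Mgp, with 2.81 (SE 0.12) at 4 h. Scaled by library size alone, 422 genes were higher and 289 lower at 2 h, and 416 higher and 253 lower at 4 h. DESeq2 with the paper's settings gave more lower than higher genes at both times, 147 higher and 279 lower at 2 h and 189 and 243 at 4 h, as did a mean count of at least 20 (130 and 237, 158 and 208) and glmTreat (35 and 146, 33 and 93), so that the balance depends on the setting.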

### CO_2_ alters the expression of genes that participate in cholesterol biosynthesis

To identify potential transcription factors that participate in gene expression regulation in response to CO_2_ or NaOH, we took an advantage of our time course analysis and performed unbiased cluster analysis (Fig 2A). 

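In cells at 1% CO2, 1036 genes changed between any of 0, 2 and 4 h, and K-means with 3 clusters of their mean normalized counts, as z-scores per gene, gave 496 falling genes, 226 genes highest at 2 h and 314 rising genes. With NaOH 2154 genes changed, of which 1037 were falling, 501 highest at 2 h and 616 rising. The mean z-score at 0, 2 and 4 h was -1.20, 1.08 and 0.12 for the 1% CO2 genes highest at 2 h and -1.11, -0.08 and 1.18 for the rising ones. Immediate early genes made up 11 of the genes highest at 2 h of 1% CO2, against 0.511 expected from the 9726 tested genes (Fisher's exact test, one-sided, adjusted p = 1.5e-11). They made up 16 of those highest at 2 h of NaOH, against 1.13 expected (Fisher's exact test, adjusted p = 1.7e-14). Of 21 genes of ribosome biogenesis, 13 were among the rising genes of 1% CO2 and 15 among those of NaOH (Fisher's exact test, adjusted p = 4.1e-13 and 1.7e-12). Of 18 genes of mitosis, 6 were among the falling genes of 1% CO2 and 12 among those of NaOH (Fisher's exact test, adjusted p = 0.0024 and 4.6e-07). The nucleolar gene Nop56 rose from 67.8 ± 10.7 (SD, n = 4) normalized counts at 0 h to 182 ± 23.0 and 293 ± 43.7 at 2 and 4 h of 1% CO2 (at 4 h log2FC 2.10, SE 0.12, edgeR adjusted p = 3.5e-16), a value that is uncertain because processed pseudogenes nearly identical to its 3′ end may share its reads. The proliferation marker Mki67 fell from 39.9 ± 8.60 to 17.7 ± 1.90 at 4 h of 1% CO2 (log2FC -1.19, SE 0.20, edgeR adjusted p = 1.4e-05). With 4 clusters, 284 genes were falling and 222 lowest at 2 h for 1% CO2, and 691 and 395 for NaOH.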

We identified 3 major clusters; *Cluster 1*: Transcripts that were monotonically down-regulated (CO_2_ or NaOH; 511 and 1,102, respectively); *Cluster 2*: Transcripts that were up-regulated exclusively after 2 h (CO_2_ or NaOH; 206 and 463, respectively); and *Cluster 3*: Transcripts that were monotonically up-regulated (CO_2_ or NaOH; 315, and 606, respectively). Next, to uncover related biological processes affected by each treatment, we performed pathway enrichment analysis on each cluster. Remarkably, we found that cholesterol biosynthesis and its related processes are highly enriched in response to CO_2_ but not to NaOH, specifically in cluster 3 which includes the monotonically up-regulated transcripts (Fig 2B). These findings indicated that low CO_2_ induces the expression of genes implicated in cholesterol metabolism and that this effect is not a mere response to alkaline conditions, as it was not apparent upon NaOH treatment. This prompted us to specifically examine expression pattern of enzymes involved in de novo cholesterol biosynthesis based on our RNA-sequencing data. 

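Of 19 measured genes of cholesterol synthesis, 12 were among the genes that rose through 2 and 4 h of 1% CO2, against 0.613 expected (Fisher's exact test, one-sided, adjusted p = 1.7e-12 over 156 tests of lists and clusters). Another 4 were among the genes highest at 2 h (Fisher's exact test, adjusted p = 0.0065). With NaOH, 3 of the 19 were among the rising genes, against 1.20 expected (Fisher's exact test, adjusted p = 0.39), and 1 was among the genes highest at 2 h. The rising genes of 1% CO2 included Dhcr7, which reduces the last double bond of the sterol on the way to cholesterol, and Mvd, which makes isopentenyl diphosphate. Mvd went from 225 ± 8.86 (SD, n = 4) normalized counts at 0 h to 497 ± 95.8 and 723 ± 125 at 2 and 4 h of 1% CO2, and was at 213 ± 31.7 and 323 ± 29.8 at 2 and 4 h of NaOH. At 2 h of 1% CO2, replicate 3 had 353 normalized counts of Mvd, against 536 to 555 in the other 3 libraries. The list of genes stands in for the pathway sets of Fig 2B, which were not used here. From the enrichment of cholesterol biosynthesis in the rising genes of low CO2 and its absence with NaOH, the paper reasons that low CO2 induces genes of cholesterol metabolism and that this is not a mere response to alkaline conditions.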

The vast majority of enzymes involved in different stages of cholesterol biosynthesis were up-regulated in cells exposed to low CO_2_. 

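In cells at 1% CO2, 8 of the 19 cholesterol synthesis genes were higher at 2 h and 16 at 4 h than at 0 h (camera adjusted p = 8.9e-21 and 9.1e-35), and none was lower, even at an unadjusted p under 0.05 from edgeR or with DESeq2. Hmgcs1, which makes HMG-CoA, lies on chromosome 13 of GRCm38 from 119690351 to 119708260 and rose from 832 ± 43.2 (SD, n = 4) normalized counts at 0 h to 2396 ± 106 at 2 h (log2FC 1.53, SE 0.080, edgeR adjusted p = 1.9e-17) and 2255 ± 237 at 4 h (log2FC 1.44, SE 0.081). Dhcr7, the sterol reductase, lies on chromosome 7 of GRCm38 from 143823167 to 143848410 and went from 189 ± 8.38 at 0 h to 371 ± 31.5 at 2 h and 721 ± 19.3 at 4 h (log2FC 1.93, SE 0.086, edgeR adjusted p = 1.6e-19). Cyp51, a lanosterol demethylase, had a log2FC of 1.73 (SE 0.11) at 2 h and 1.69 (SE 0.11) at 4 h, and Sqle, which makes squalene epoxide, of 1.07 (SE 0.092) and 1.29 (SE 0.093). Also past the threshold at both times were Sc5d with 1.34 (SE 0.12) and 1.65 (SE 0.12), Msmo1 with 1.49 (SE 0.16) and 1.51 (SE 0.16), Mvd with 1.14 (SE 0.13) and 1.68 (SE 0.13), and Idi1. Idi1 rests on 3.49 ± 1.10 normalized counts at 0 h and 12.9 ± 2.53 at 4 h. It was below the threshold at 2 h with DESeq2 at the paper's settings (0.97). The paper's S1 Table lists Idi1 past the threshold at 2 h, at -1.37 as control over treated cells. Acat2, Mvk, Nsdhl, Lss, Pmvk and Fdps were among the genes that passed at 4 h and not at 2 h, at a log2FC of 1.70 (SE 0.11), 1.09 (SE 0.093), 1.55 (SE 0.11), 1.26 (SE 0.13), 1.12 (SE 0.11) and 1.04 (SE 0.069). Fdps is uncertain, since processed pseudogenes nearly identical to its 3′ end may share its reads. Scaled by library size alone, Fdps and Mvk fell below the threshold at 4 h, at 0.93 and 0.98. Ebp stayed under the threshold of log2FC 1 at 4 h, with 0.82 (SE 0.095). Of the genes drawn in Fig 2D, 18 were among those tested, and 8 were higher at 2 h and 15 at 4 h. The paper chose these genes on the same samples, so that this count is not independent evidence of their direction. The list of 19 genes gave nearly the same counts, 8 and 16, and was written with the paper at hand. Its tests are not independent evidence either. Between 2 and 4 h of 1% CO2, none of the 19 genes passed at a log2FC of 1 with edgeR or DESeq2, while 11 rose on the adjusted p alone and 13 at an unadjusted p under 0.05.

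**Figure D1:**
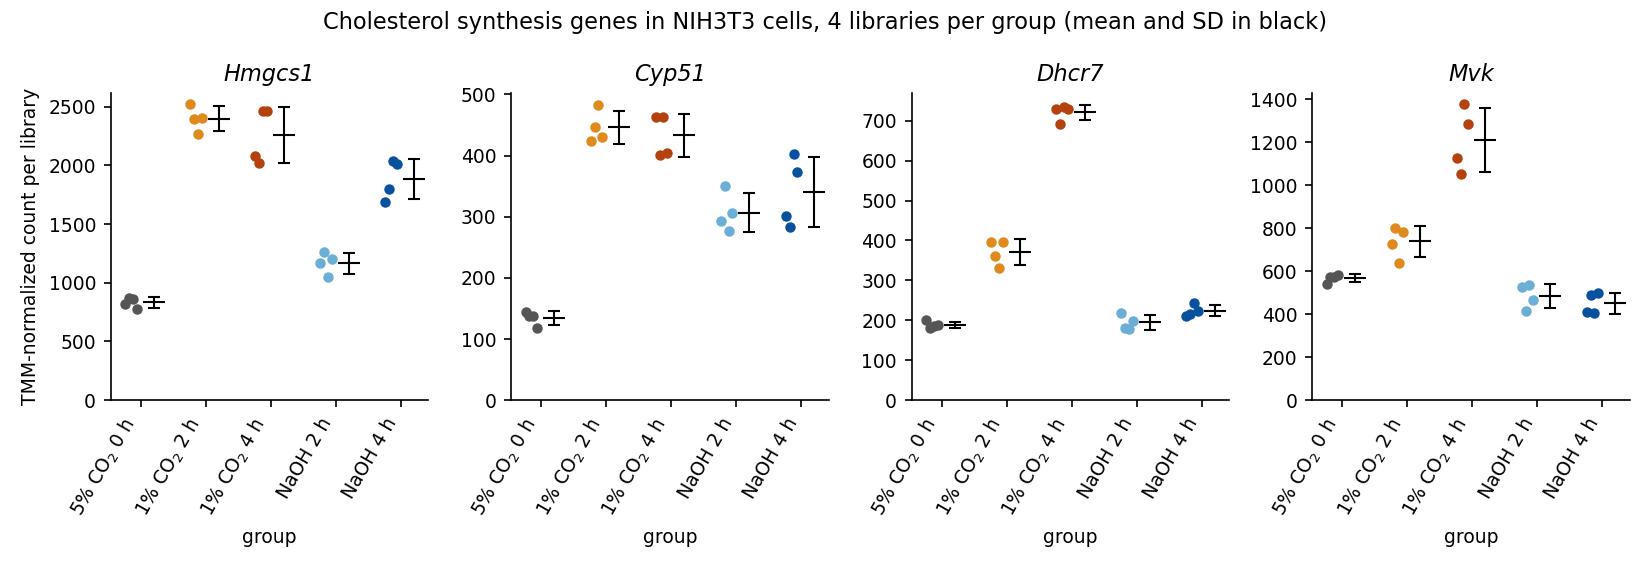
TMM-normalized counts (vertical axis, starting at 0) of Hmgcs1, Cyp51, Dhcr7 and Mvk in each of the 20 libraries, by group along the horizontal axis. Points are single libraries and the horizontal lines with bars are the mean and SD of the 4 libraries of a group. For each gene the 4 libraries of 1% CO2 at 4 h lie above the 4 control libraries.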

Notably, the induction of these transcripts was mostly absent in NaOH-treated cells (Fig 2C and 2D). Furthermore, analysis of cholesterogenic gene expression by qPCR showed that in most cases their transcript levels are specifically induced by low CO_2_ levels but not upon NaOH treatment (Fig 2E). These results were in line with the above detailed RNA-sequencing analysis. 

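In NaOH-treated cells, 3 of the 19 cholesterol synthesis genes were higher at 2 h and 4 at 4 h than at 0 h. None was called lower by edgeR or DESeq2, with 1 lower at each time at an unadjusted p under 0.05. At 2 h these included Cyp51 with a log2FC of 1.17 (SE 0.11) and Sc5d with 1.03 (SE 0.12). At 4 h they included Hmgcs1 with 1.18 (SE 0.080), Cyp51 with 1.34 (SE 0.11) and Sc5d with 1.14 (SE 0.12). The set did not pass at 2 h (camera adjusted p = 0.23) and passed at 4 h (camera adjusted p = 0.0010, and adjusted p = 0.066 with an estimated correlation). Compared directly, cells at 1% CO2 had higher levels of 4 of the 19 genes than NaOH-treated cells at 2 h and of 6 at 4 h (camera adjusted p = 1.5e-10 and 7.2e-16). At 2 h these were Hmgcs1 (log2FC 1.04, SE 0.080, edgeR adjusted p = 5.5e-13), Mvd, Msmo1 and Idi1. At 4 h they were Dhcr7, with 223 ± 13.8 (SD, n = 4) normalized counts in NaOH (log2FC 1.69, SE 0.086, edgeR adjusted p = 1.0e-17), Mvk, with 1210.1 ± 148 at 1% CO2 and 451 ± 48.9 in NaOH (log2FC 1.43, SE 0.095, edgeR adjusted p = 1.5e-14), Nsdhl, Acat2, Mvd and Idi1. Hmgcs1 had come to 1886 ± 169.5 in NaOH at 4 h, and the difference between the treatments was then below the threshold of log2FC 1 (log2FC 0.26, SE 0.079, edgeR adjusted p = 0.0098). Cyp51 and Sc5d, which passed in both treatments at both times, differed between them at 4 h by a log2FC of 0.35 (SE 0.10) and 0.51 (SE 0.11), under the threshold of 1. On the adjusted p alone, 15 of the 19 genes were higher and 1, Mvk, was lower in NaOH at 4 h than at 0 h, and 16 at 2 h and 18 at 4 h were higher at 1% CO2 than in NaOH. Hmgcs1 lost its call between the treatments at 2 h, at a log2FC of 0.99, without replicate 3 of NaOH at 2 h, and Sc5d lost its call at 2 h of NaOH, at 0.97 without replicate 3 of 0 h and 0.93 without replicate 4 of NaOH at 2 h, and at 0.99 with DESeq2 at the paper's settings. The paper's S1 Table lists Sc5d past the threshold at 2 h of NaOH. Idi1 lost its call between the treatments with DESeq2 at the paper's settings, at 0.95 at 2 h and 0.80 at 4 h, and at 4 h also with DESeq2 at default settings (1.04, adjusted p = 0.064), without replicate 1 of 1% CO2 (0.90) and without replicate 1 (0.90), 2 (0.84) or 4 (0.94) of NaOH. Scaled by library size alone, 1 gene at 2 h and 2 at 4 h were higher in NaOH than at 0 h, with Cyp51 at 0.99 at 2 h and Hmgcs1 at 0.99 at 4 h. With edgeR's glmTreat, which tests against the fold threshold itself, 0 of the 19 differed between the treatments at 2 h and 2 at 4 h. Against 0 h it called 4 at 2 h and 10 at 4 h of 1% CO2, and 1 at each time of NaOH.

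**Figure D2:**
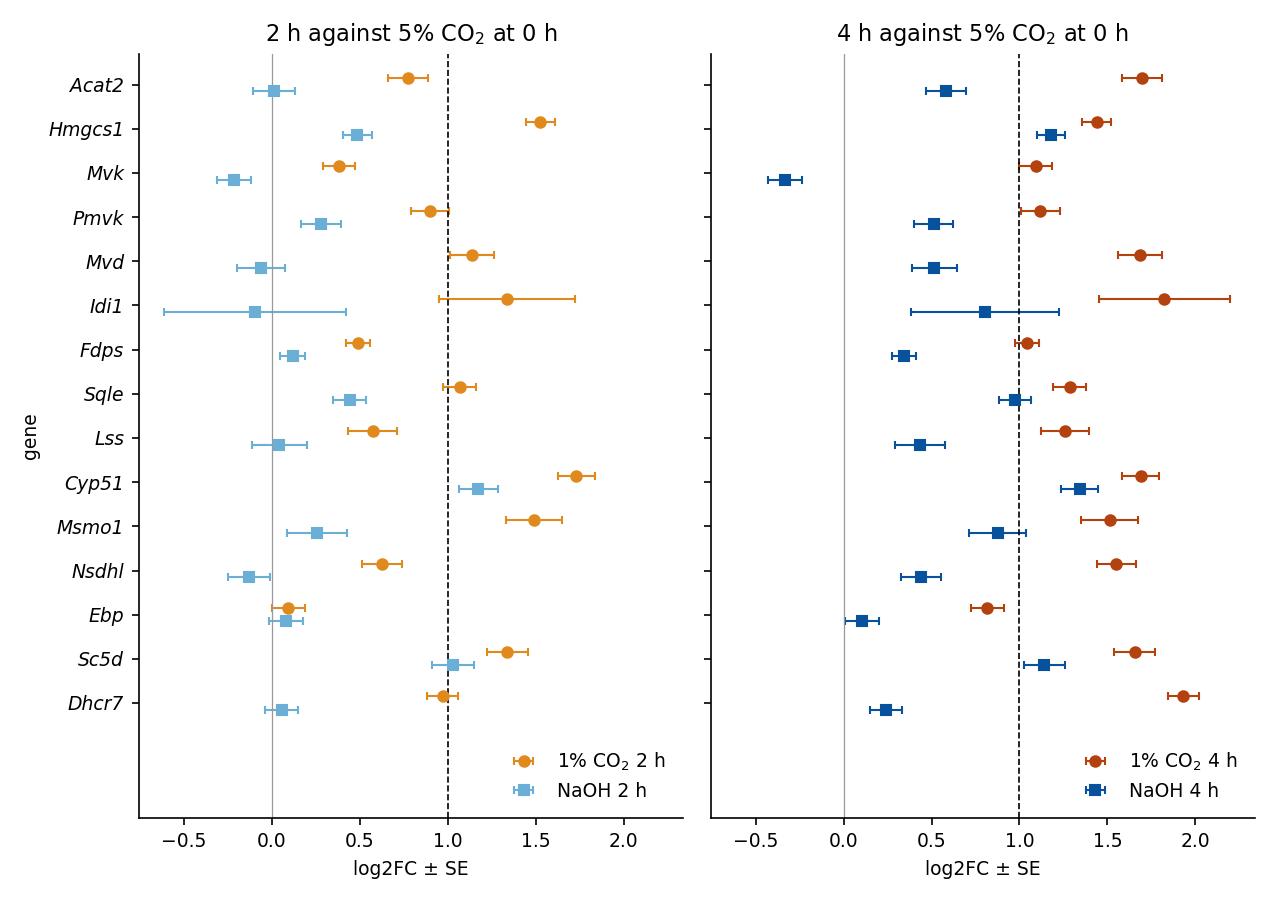
log2FC against 0 h (horizontal axis) of 15 genes of cholesterol synthesis that the text names (vertical axis) at 2 h and 4 h of 1% CO2 and of NaOH, from edgeR, with bars of 1 SE; the dashed line marks the threshold of log2FC 1. At 4 h, 14 of them lie at or above the line for 1% CO2 and 3 for NaOH.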

A similar trend was observed in hepatocyte murine cell line (Hepa1c1) (S2A Fig). In addition, these effects were recapitulated in primary tail fibroblasts and primary muscles, but not in primary white or brown adipocytes (S2A Fig).

**Fig 2:**
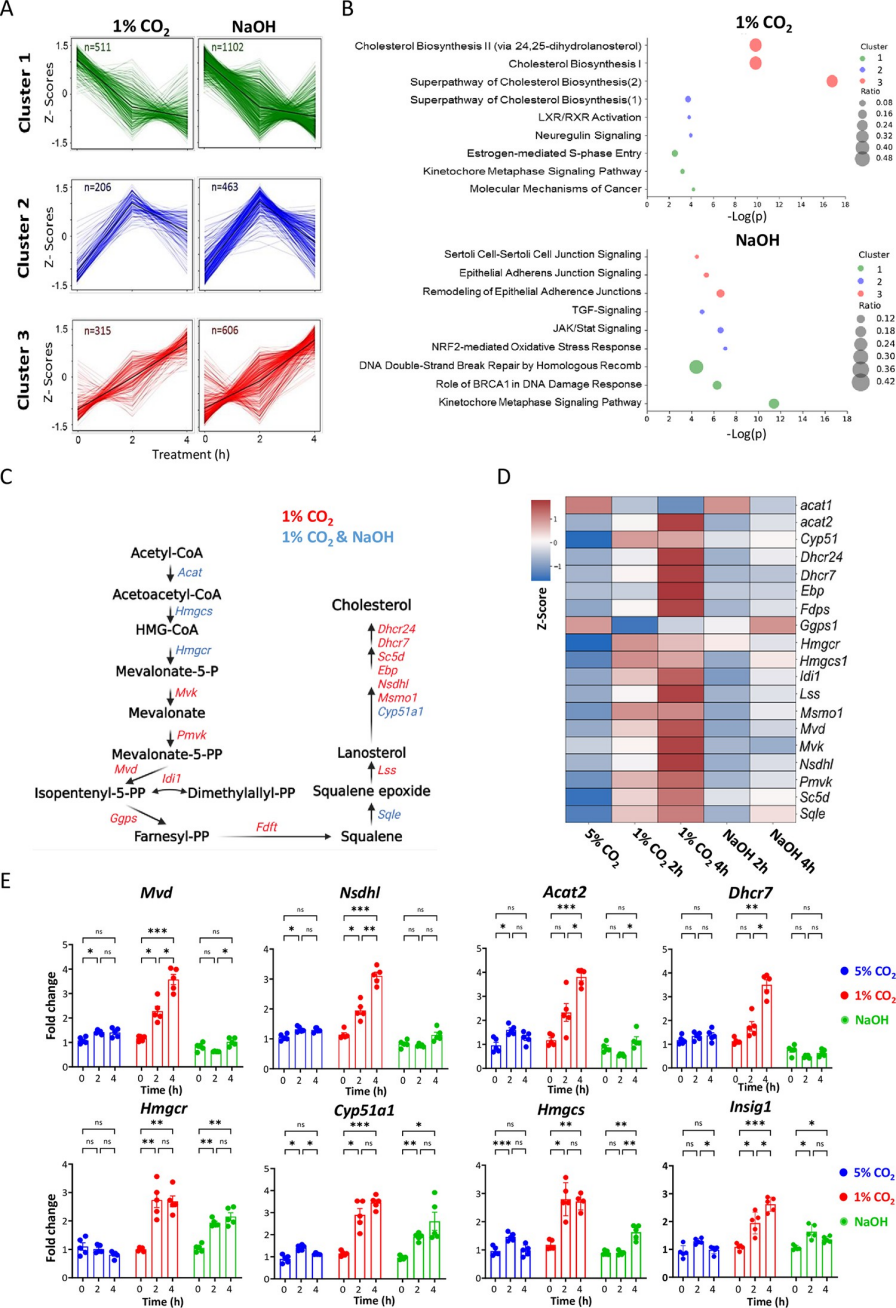
Low CO_2_ levels specifically induce the expression of genes related to cholesterol biosynthesis. **(A)** K-means unsupervised clustering of significant genes for each of the conditions. Black line represents the mean z-score (for gene lists see S2 Table). **(B)** Pathway enrichment analysis was performed using the IPA tool for the genes included in each of the clusters for 1% CO_2_ or 18 mM NaOH treatments. Presented are the top 3 enriched pathways in each cluster based on *P* value (for full list of pathways, see S3 Table). **(C)** Schematic illustration of the cholesterol biosynthesis pathway alongside genes that were significantly affected by the treatments. Color indicates on the condition in which the genes are affected. **(D)** Heatmap representation of cholesterogenic genes that were significantly affected by any of the conditions presented. Data are presented as row z-score of the average expression per condition (*n* = 4 biological replicates). **(E)** Quantitative PCR analysis of cholesterogenic gene expression levels from NIH3T3 cells treated with 1% CO_2_ or 18 mM NaOH (mean ± SE, *n* = 5 biological replicates per time point per condition, *P < 0.05, **P < 0.01, ***P < 0.001, nonsignificant (ns), two-way ANOVA with Tukey’s post hoc test) (see also S2 and S3 Figs and S2 and S3 Tables). The data underlying the graphs shown in the figure is included in S1 Data. IPA, ingenuity pathway analysis.

Next, we examined the effect of hypercapnia, namely elevated CO_2_ level, on cholesterogenic gene expression. Cells were exposed to increased CO_2_ level (i.e., 10%) for 2 and 4 h and the transcript levels of cholesterogenic genes were analyzed by qPCR. Here again, O_2_ level was maintained constant at 20% using our CO_2_, O_2_ and temperature-controlled chambers. High CO_2_ levels elicited the opposite effect to lower CO_2_ levels and the expression levels of cholesterogenic genes were suppressed (S2B Fig). Comparison of gene expression data of THP-1 monocytes exposed to 10% CO_2_ [10] with our NIH3T3 cells data (1% CO_2_ exposure) showed a small overlap in the responsive genes (S3A Fig). Yet, this small group included cholesterogenic genes (e.g., *Ldlr*, *Idi1*, *Insig1*, *Hmgcs1*, *Dhcr7*) and their response was in line with our findings, namely 10% CO_2_ repressed of their expression (e.g., *Insig1*, *Hmgcs1*) (S3B Fig).

Taken together, our analyses reveal that alteration of CO_2_ levels from the physiological range modulate the expression of genes involved in cholesterol homeostasis. Reduced and elevated CO_2_ levels activate and repress their expression, respectively.

### SREBP2 is activated in response to low CO_2_ to induce the expression of cholesterogenic genes

SREBP2 is a key transcriptional regulator of genes involved in cholesterol biosynthesis [11,12]. In response to changes in cholesterol levels, SREBP2 translocates from the ER to the Golgi, where subsequent cleavage occurs and the N-terminal form of SREBP2 shuttles to the nucleus and activates the expression of transcripts involved in cholesterol biosynthesis [13]. 

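Of 7 measured target genes of SREBP2 outside the synthesis enzymes, 3 were higher at 2 h of 1% CO2 and 4 at 4 h than at 0 h (camera adjusted p = 4.9e-07 and 3.8e-10). Insig1, which holds SCAP and SREBP2 in the endoplasmic reticulum, lies on chromosome 5 of GRCm38 from 28071412 to 28078662 and rose from 279 ± 23.3 (SD, n = 4) normalized counts at 0 h to 609 ± 63.4 at 2 h (log2FC 1.13, SE 0.097, edgeR adjusted p = 1.4e-11) and 683 ± 63.7 at 4 h. The sterol transfer protein gene Stard4 had a log2FC of 1.50 (SE 0.27) at 2 h, and Rdh11 one of 1.12 (SE 0.098) at 4 h. Srebf2, which encodes SREBP2, went from 261 ± 5.63 to 433 ± 16.6 at 4 h of 1% CO2 (log2FC 0.73, SE 0.099, edgeR adjusted p = 2.5e-07). It went to 448 ± 12.4 at 4 h of NaOH (log2FC 0.78, SE 0.098, edgeR adjusted p = 2.5e-08). Both changes were below the threshold of log2FC 1. Over the genes rising or highest at 2 h together, a union chosen after seeing the data, 4 of the 7 targets were included for 1% CO2, against 0.389 expected (Fisher's exact test, one-sided, adjusted p = 0.0012 over 52 tests). For NaOH 3 were included, against 0.804 expected (Fisher's exact test, adjusted p = 0.077). In the same union were 16 of the 19 cholesterol synthesis genes for 1% CO2 and 4 for NaOH (Fisher's exact test, adjusted p = 2.8e-16 and 0.31).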

Our transcription factor analysis predicted SREBP2 among the top potential transcriptional regulators for the expression of genes that are up-regulated (clusters 2 and 3) upon exposure to low CO_2_ but not in response to NaOH treatment (Fig 3A and 3B).

**Fig 3:**
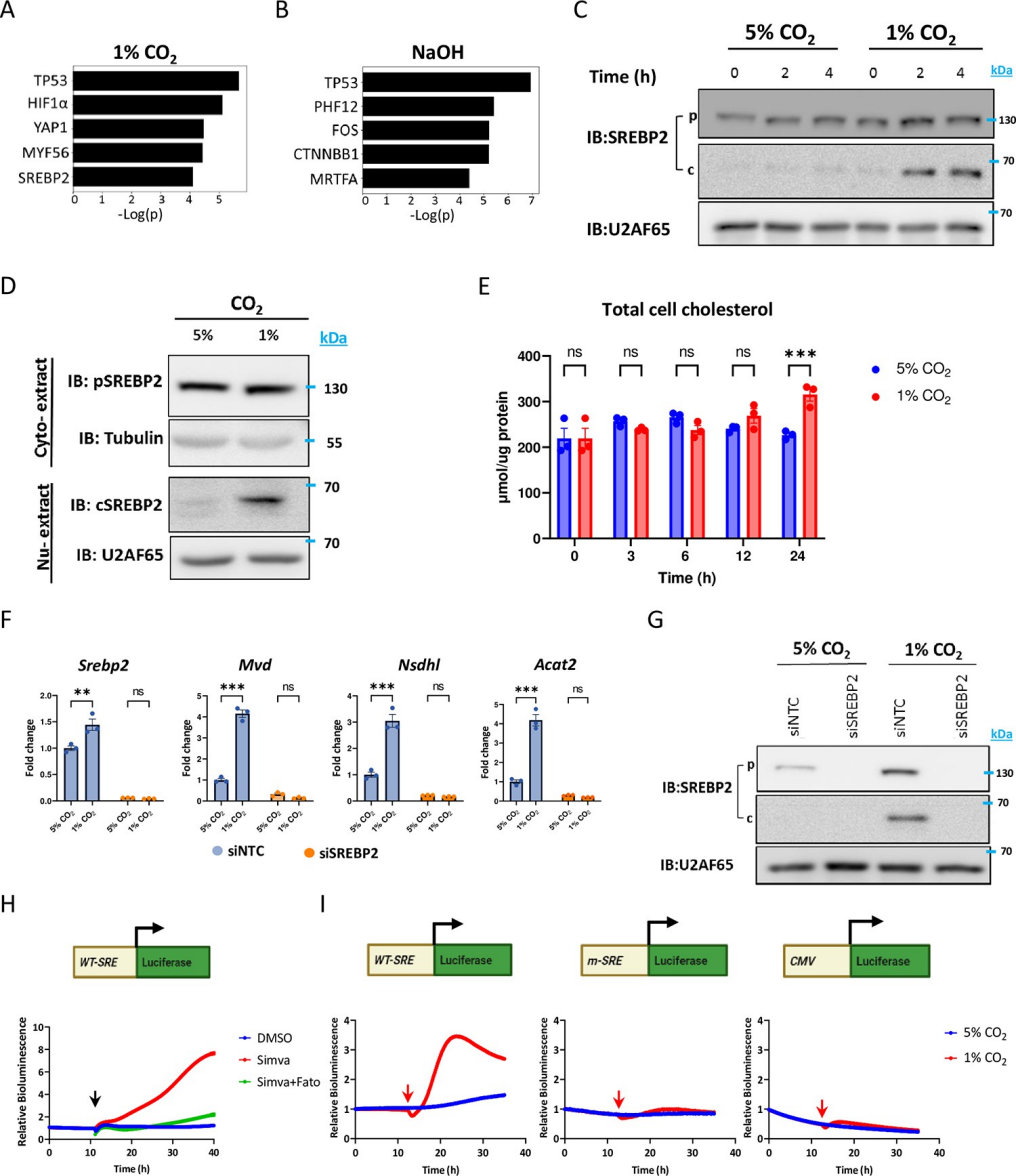
Low CO_2_ levels activate SREBP2 and induce the expression of cholesterogenic genes through SRE. **(A, B)** Upstream regulator analysis was performed with IPA for clusters 2 and 3 within each condition. The top transcription factors, with the highest *p*-value, are presented (for full list, see S4 Table). **(C)** Immunoblot of total cell extracts from NIH3T3 cells exposed to either 5% CO_2_ or 1% CO_2_ p—SREBP2 precursor (approximately 126 kD); c—SREBP2 cleaved form (approximately 68 kD) (pooled sample of *n* = 3 biological replicates). **(D)** Immunoblot of cytoplasmic (Cyto-extract) and nuclear fractions (Nu-extract) from NIH3T3 cells exposed to either 5% or 1% CO_2_ for 4 h (pooled sample of *n* = 3 biological replicates). **(E)** Total cholesterol quantification of NIH3T3 cells that were exposed to 5% or 1% CO_2_ for 0, 3, 6, 12, 24 h (mean ± SE, *n* = 3 biological replicates per condition, ***P < 0.001, nonsignificant (ns), two-way ANOVA with Bonferroni’s multiple comparisons test). **(F)** Quantitative PCR analysis for expression levels of cholesterol biosynthesis-related genes from control (siNTC) or SREBP2 silenced (siSREBP2) NIH3T3 cells exposed to 5% or 1% CO_2_ for 4 h (mean ± SE, *n* = 3 biological replicates per condition, ***P < 0.001, **P < 0.01, nonsignificant (ns), two-way ANOVA with Bonferroni’s multiple comparisons test). **(G)** Immunoblot of NIH3T3 cells under the same condition as in **(F)** (pooled sample of *n* = 3 biological replicates). **(H)** Bioluminescence recordings from NIH3T3 cells transfected with SRE-Luc reporter plasmid (WT-SRE) and exposed to DMSO (control), 20 μm simvastatin or 20 μm simvastatin + 20 μm fatostatin, black arrow indicates the time of treatment (mean ± SE, *n* = 3 biological replicates per condition, AUC for control 1.14 ± 0.009, simvastatin 4.05 ± 0.06 (*P* < 0.0001), simvastatin + fatostatin 1.33 ± 0.04 (*P* < 0.0001), two-sided Student’s *t* test). **(I)** Bioluminescence recordings from NIH3T3 cells transfected with WT SRE-Luc, mutant SRE-Luc, or control vector (CMV-Luc), and exposed to either 5% or 1% CO_2_, the red arrow indicates the shift in CO_2_ levels (mean ± SE, *n* = 6 biological replicates per condition, AUC for SRE Luc 5% CO_2_ 1.24 ± 0.03, 1% CO_2_ 2.77 ± 0.01 (*P* < 0.0001), mSRE Luc 5% CO_2_ 0.83 ± 0.02, 1% CO_2_ 0.91 ± 0.01 (*P* < 0.002), CMV Luc 5% CO_2_ 0.33 ± 0.007, 1% CO2 0.42 ± 0.01 (*P* < 0.001), two-sided Student’s *t* test) (see also S4 and S5 Figs). The data underlying the graphs shown in the figure is included in S1 Data. AUC, area under curve; IPA, ingenuity pathway analysis; SRE, sterol regulatory element.

We, therefore, hypothesized that SREBP2 is activated in response to low CO_2_ to induce the expression of enzymes involved in cholesterol biosynthesis. To test this, cultured cells were exposed to low CO_2_ and SREBP2 was analyzed by SDS-PAGE and immunoblot analysis. We found that the cleaved form of SREBP2 (approximately 68 kD) accumulates 2 and 4 h following exposure to low CO_2_ levels (Fig 3C). This effect was specific to low CO_2_ and not to alkalic pH as it was not observed in NaOH-treated cells (S4A Fig). Biochemical nuclear-cytoplasmic fractionation further showed that the cleaved form of SREBP2 accumulates in the nucleus upon exposure to low CO_2_ levels (Fig 3D). Together, our findings indicate that the SREBP2 signaling pathway is activated upon exposure to low CO_2_ levels. To examine the functional consequence of SREBP2 and its downstream gene activation, we performed a time course analysis (0, 3, 6, 12, and 24 h) and measured cholesterol levels in cells cultured either at 5% or 1% CO_2_. Upon 24 h exposure to low CO_2_ levels, cells accumulated cholesterol, in line with SREBP2 activation and elevated the expression of cholesterogenic genes (Fig 3E). Next, we asked whether the induction of cholesterogenic genes under low CO_2_ is SREBP2-dependent. To this end, cells were transfected with either control siRNA (siNTC-Non Template Control) or siRNA against mouse SREBP2 (siSREBP2) and were exposed either to 1% CO_2_ or 5% CO_2_ for 4 h. As expected, SREBP2 was undetectable in siSREBP2-silenced cells under both 5% and 1% CO_2_ and the basal expression levels of SREBP2 target genes was lower (Fig 3F and 3G). Control cells showed accumulation of the cleaved form of SREBP2 upon 1% CO_2_ as well as induction of its cholesterogenic target genes (Fig 3F and 3G). Importantly, the induction of cholesterogenic genes was completely abolished in SREBP2 silenced cells under low CO_2_ levels, indicating that the effect is SREBP2-dependent (Fig 3F). 

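Angptl4, a secreted inhibitor of lipoprotein lipase, lies on chromosome 17 of GRCm38 from 33774900 to 33781575 and rose from 11.9 ± 5.35 (SD, n = 4) normalized counts at 0 h to 78.6 ± 11.7 at 2 h (log2FC 2.64, SE 0.21, edgeR adjusted p = 1.5e-12) and 247 ± 34.9 at 4 h of 1% CO2 (log2FC 4.29, SE 0.18, edgeR adjusted p = 6.9e-20). In NaOH-treated cells it was at 57.9 ± 6.13 at 4 h, and the difference between 1% CO2 and NaOH had a log2FC of 1.98 (SE 0.22) at 2 h and 2.07 (SE 0.15) at 4 h (edgeR adjusted p = 3.3e-09 and 1.4e-13). Slc2a1, which encodes the glucose transporter GLUT1, rose from 989 ± 31.6 to 2525 ± 182 at 4 h of 1% CO2 (log2FC 1.35, SE 0.070, edgeR adjusted p = 1.2e-17) and to 3961 ± 68.2 at 4 h of NaOH. Ldha, a lactate dehydrogenase subunit, went from 2551 ± 182 to 3890.3 ± 173 at 4 h of 1% CO2, below the threshold of log2FC 1 (log2FC 0.61, SE 0.072, edgeR adjusted p = 1.5e-08). Cells with silenced SREBP2 were not analysed here.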

We also identified several transcripts that are induced upon low CO_2_ levels in our gene expression analysis yet their induction was SREBP2-independent (S4B Fig). It is conceivable that the response to low CO_2_ levels is coordinated through the concerted action of several transcription regulators and is not exclusively SREBP2-dependent. Overall, our results suggest that low CO_2_ levels elicit SREBP2 cleavage and nuclear accumulation to induce the expression of its target genes, primarily cholesterogenic genes and consequently cholesterol accumulation.

### Low CO_2_ activates gene expression through a sterol regulatory element

SREBP2 activates the transcription of its downstream targets by binding to a specific region on the promoter sequence known as sterol regulatory element (SRE) [14]. To examine whether low CO_2_ levels can activate gene expression through an SRE, we employed an SRE reporter assay. This reporter is based on the HMG-CoA synthase promoter sequence harboring SRE that drive the expression of a firefly luciferase [15]. Cells were transfected with the SRE reporter and bioluminescence was continuously monitored. Consistent with the activation of SRE by SREBP2, treatment with simvastatin, which inhibits de novo cholesterol biosynthesis [16] and activates SREBP2, resulted in increased bioluminescence. This effect was suppressed upon co-administration of fatostatin (Fig 3H), which inhibits SREBP2 ER-to-Golgi translocation [17].

Then, we tested the effect of low CO_2_ on the reporter activity. In line with above-described findings, a decrease in CO_2_ levels from 5% to 1% induced an increase in bioluminescence of cells expressing the wild-type reporter (pSynSRE-T-Luc) (Fig 3I). A decrease in CO_2_ levels had no effect on the bioluminescence of cells expressing either a mutant reporter (pSynSRE-Mut-T-Luc) [18] or a control luciferase reporter (pcDNA3-Luc) (Fig 3I). Consistently, an increase in CO_2_ levels from 5% to 10% markedly suppressed the bioluminescence from cells expressing a wild type but not a control luciferase reporter (S5A Fig).

In our bioluminescence reporter assays, we observed an initial minor response that was not SRE-specific and was evident in the control reporters as well. This unspecific response likely stems from the effect of pH changes on bioluminescence in general [19].

Next, we employed our reporter assay to examine whether SRE activation by low CO_2_ is reversible. To this end, cells expressing wild-type SRE reporter were exposed to either constant 5% as a control or interchanging 5% to 1% CO_2_ levels and bioluminescence was continuously recorded. A shift in CO_2_ levels from 5% to 1% increased the bioluminescence levels. This increase was reduced back to basal levels once CO_2_ levels were shifted to 5% (S5B Fig). This result indicates that CO_2_ reversibly modulate SRE activation and likely SREBP2 activation.

Taken together, our results suggest that an intact SRE is sufficient for the transcriptional response to changes in CO_2_ levels and the effects of CO_2_ levels on it are reversible.

### Stability of the mature cleaved form of SREBP2 is not affected by low CO_2_ levels

SREBP2 translocates from the ER-to-Golgi and subsequently reaches the nucleus to induce gene expression. The exit of SREBP2 from the ER is regulated by sterol levels via SREBP cleavage-activating protein (SCAP) and insulin-induced gene (INSIG). Low ER cholesterol levels destabilize INSIG-SCAP interaction and successively enable the SREBP2-SCAP complex to translocate from the ER to Golgi where SREBP2 is cleaved [20]. The mature N-terminal cleaved form of SREBP2 then shuttles to the nucleus [13] to activate gene expression as aforementioned through SRE sites on target genes [21].

Hitherto, we showed that upon low CO_2_ levels SREBP2 is cleaved, the N-terminal cleaved form accumulates in the nucleus and can activate gene expression though an intact SRE site (Fig 3). To identify the signaling node though which SREBP2 is activated in response to low CO_2_ levels, we systematically examined the different steps in the SREBP2 signaling pathway (S6A Fig) comparing sterol depletion with exposure to low CO_2_ levels.

In the nucleus, the levels of mature cleaved form of SREBP2 are regulated by its proteasomal degradation [22] as stabilization of the nuclear form by proteasome inhibition or defective polyubiquitination actively induce its target genes [23,24]. We hypothesized that low CO_2_ levels might alter nuclear SREBP2 turnover and thereby induce its nuclear accumulation and target gene expression. To test this, we exogenously expressed in cultured NIH3T3 cells a FLAG-tagged truncated mature SREBP2 fragment (FLAG N-SREBP2) [25], which was shown to localize in the nucleus [26]. Cells were exposed either to sterol depletion upon methyl-β-cyclodextrin (MBCD) treatment or to 1% CO_2_ levels. Total protein extracts were prepared and analyzed by immunoblot with either anti-SREBP2 or anti-FLAG antibody to detect the endogenous or the exogenously expressed truncated forms, respectively. Both MBCD treatment and exposure to low CO_2_ induced the accumulation of the endogenous cleaved form of SREBP2 (S6B Fig). However, neither treatment affected the levels of the exogenously expressed cleaved form (i.e., FLAG N-SREBP2) (S6C Fig), suggesting that low CO_2_ levels, similar to sterol depletion by MBCD do not affect the nuclear stability of the cleaved mature form of SREBP2.

### Low CO_2_ levels induce the ER-to-Golgi translocation of SREBP2

SCAP-SREBP2 ER-to-Golgi translocation is a critical step in SREBP2 activation and subsequent induction of its target genes. To examine whether the activation of SREBP2 upon low CO_2_ is dependent on its ER-to-Golgi trafficking, we employed fatostatin, which pharmacologically blocks the ER-to-Golgi transport of SCAP-SREBP2 [17]. Cells were exposed to either fatostatin or DMSO as control under 5% or 1% CO_2_. Low CO_2_ levels induced the accumulation of the mature cleaved form of SREBP2. Importantly, this effect was blocked in the presence of fatostatin (S6D Fig). Consistently, the induction of SREBP2 target genes in response to low CO_2_ levels was eliminated in the presence of fatostatin (S6E Fig). This result indicated that ER-to-Golgi trafficking is necessary for activation of SREBP2 by low CO_2_ levels.

As aforementioned, SCAP regulates SREBP2 transport in a sterol-dependent fashion as it retains the SCAP-INSIG-SREBP2 complex in the ER membrane and inhibits the subsequent processing of SREBP2, namely, its cleavage and ER-Golgi translocation [27]. We, therefore, examined whether activation of SREBP2 by low CO_2_ levels is also SCAP-sensitive. We employed siRNA to knockdown SCAP and exposed control (siNTC) or SCAP knockdown (siSCAP) cells to low CO_2_ levels (i.e., 1%). Low SCAP levels in cultured cells were shown to suppress SREBP2 proteolysis and expression of SREBP2 downstream target genes [28,29]. The induction of SREBP2 target genes in response to low CO_2_ levels was as well suppressed in SCAP-deficient cells likely due to inhibition of SREBP2-SCAP ER-to-Golgi translocation (S6F Fig).

Together, our analyses suggest that activation and induction of SREBP2 target genes upon low CO_2_ levels is dependent on ER-to-Golgi trafficking and regulated by SCAP. Hence, it seems to follow the canonical pathway of SREBP2 activation as in response to low sterol levels.

### Low CO_2_ levels reduces ER cholesterol levels

The main driver of SREBP2 signaling pathway is reduction in ER cholesterol levels. Hitherto, activation of SREBP2 by low CO_2_ levels followed similar steps in the canonical SREBP2 pathway as upon sterol depletion. These findings raised the following questions: (i) Does SREBP2 activation by low CO_2_ levels depend on cellular cholesterol levels; and (ii) do CO_2_ levels affect cellular cholesterol levels?

First, we examined if SREBP2 activation by low CO_2_ levels is affected by cellular cholesterol levels. To this end, we exposed cells expressing the SRE reporter to increasing concentrations of MBCD to deplete cholesterol while shifting CO_2_ levels from 5% to 1% (Fig 4A). In line with the above, both sterol depletion under 5% CO_2_ as well as exposure to 1% CO_2_ levels, increased the bioluminescence of the SRE reporter (Fig 4B). Up to 5 mM MBCD, we observed an additive effect in response to 1% CO_2_. Whereas in the presence of higher levels of MBCD, namely, 7 mM, low CO_2_ levels elicited a very minor effect on the activation of the SRE reporter (Fig 4B). The diminished effect of low CO_2_ upon elevated levels of MBCD and likely highly depleted cholesterol levels, raised the possibility that low CO_2_ levels activate SREBP2 in a cholesterol-dependent manner.

**Fig 4:**
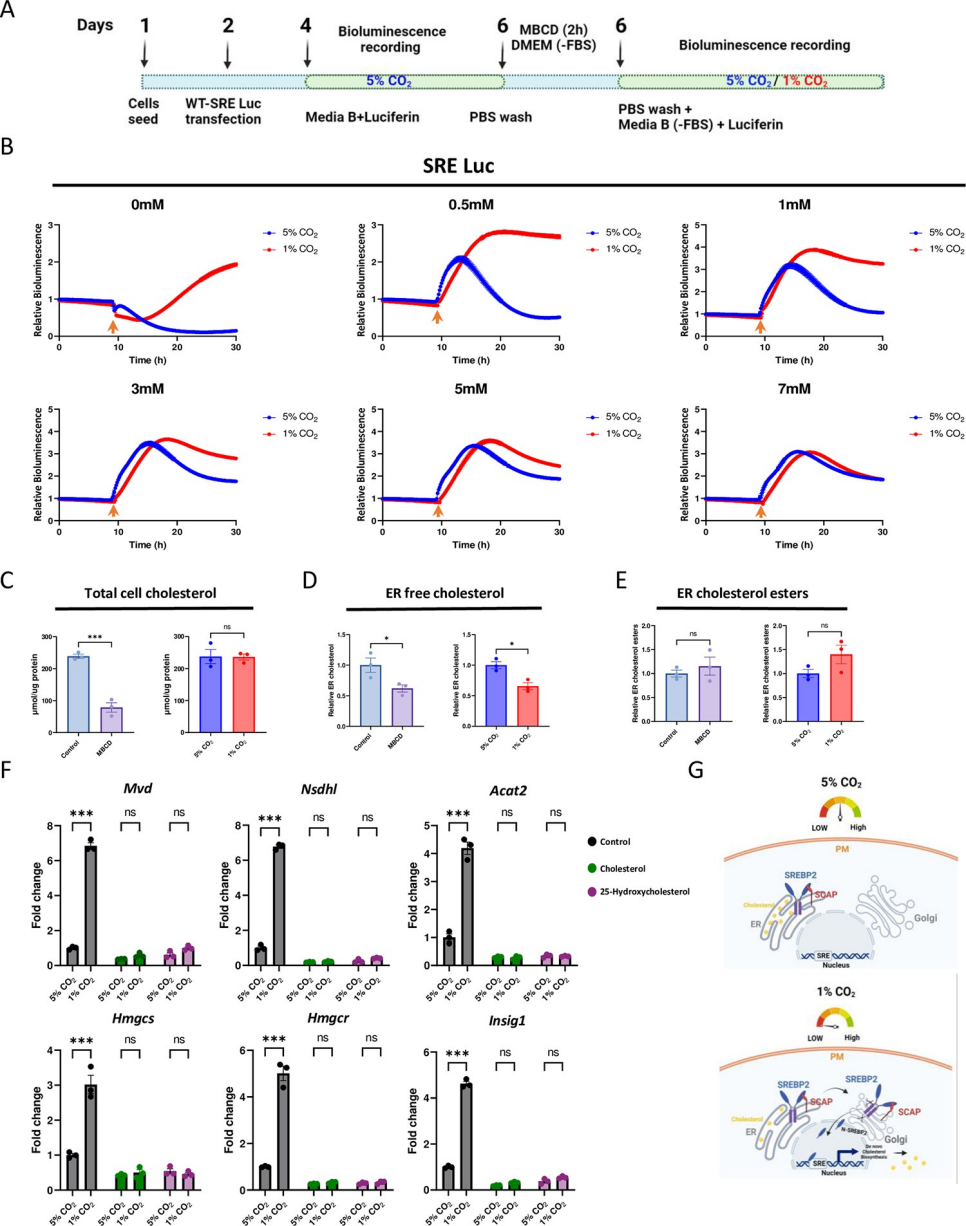
Exposure to low CO_2_ levels decreases ER cholesterol levels. **(A)** Schematic depiction of the experimental design. NIH3T3 cells transfected with reporter plasmid were treated with different MBCD concentrations for 2 h, followed by exposure to either 5% or 1% CO_2_, and bioluminescence levels were continuously recorded in a medium B (without serum) containing luciferin. **(B)** Bioluminescence recordings from the different conditions as depicted in **(A)**, the arrow indicates the time CO_2_ was shifted from 5% to 1% (mean ± SE, *n* = 4 biological replicates per condition, AUC for 0 mM 0.34 ± 0.007, 1.59 ± 0.004 (*P* < 0.0001), 0.5 mM 1.00 ± 0.023, 2.68 ± 0.04 (*P* < 0.0001), 1 mM 1.66 ± 0.07, 3.34 ± 0.04 (*P* < 0.0001), 3 mM 2.06 ± 0.02, 2.79 ± 0.07 (*P* < 0.0001), 5 mM 2.02 ± 0.05, 2.43 ± 0.06 (*P* < 0.002), 7 mM 1.85 ± 0.01, 1.77 ± 0.02 (*P* < 0.02) two-sided Student’s *t* test). **(C)** Total cholesterol quantification (with fluorometric assay kit) in NIH3T3 cells depleted with sterols for 2 h or exposed to different CO_2_ levels for 4 h (mean ± SE, *n* = 3 biological replicates per condition, **P < 0.01, nonsignificant (ns), two-sided Student’s *t* test). **(D, E)** The free cholesterol and cholesterol ester levels in the ER membrane from the cells as in **(C)**, were quantified with shotgun lipidomics analysis (see S7 Fig and S5 Table) (mean ± SE, *n* = 3 independent experiments, **P < 0.01, *P < 0.05, nonsignificant (ns) two-sided Student’s *t* test). **(F)** qPCR analysis for cholesterogenic genes from NIH3T3 cells exposed to cholesterol (50 μm) or 25-hydroxycholesterol (10 μm) under 5% or 1% CO_2_ for 4 h (mean ± SE, *n* = 3 biological replicates per condition, ***P < 0.001, nonsignificant (ns), two-way ANOVA with Bonferroni’s multiple comparisons test). **(G)** A schematic model; in cells under normal physiological CO_2_ levels (5%) ER cholesterol levels are unaffected and SREBP2 is retained in the ER membrane. However, under low CO_2_ levels (1%), ER cholesterol levels are decreased, inducing SREBP2 activation and subsequent activation of cholesterol biosynthesis related genes through SRE region on their gene promoter. The data underlying the graphs shown in the figure is included in S1 Data. Graphical illustrations were generated with BioRender.com. AUC, area under curve; ER, endoplasmic reticulum; MBCD, methyl-beta-cyclodextrin; SRE, sterol regulatory element.

To directly examine whether low CO_2_ affected cellular cholesterol levels, we first quantified total cholesterol levels in cells exposed to 5% or 1% CO_2_ for 4 h or upon MBCD treatment. As expected in MBCD treated cells, we observed a marked reduction in total cholesterol levels. By contrast, low or high CO_2_ levels did not show any significant effect on total cellular cholesterol (Figs 4C and S7A, respectively).

SREBP2 is specifically activated in response to changes in ER sterol levels [30]. Furthermore, changes in ER cholesterol levels are sufficient to activate SREBP2 even if total cholesterol levels are unaltered [31]. This prompted us to examine whether CO_2_ alterations specifically affect ER cholesterol levels. Hence, we repeated the above-described experiment, but this time ER membranes were isolated through differential centrifugation, with subsequent sucrose gradient and OptiPrep separation, as previously described [30]. ER membrane free cholesterol and cholesterol ester content were quantified (Fig 4D and 4E). MBCD treatment significantly reduced ER cholesterol (Fig 4D), consistent with previous reports [30,31]. Remarkably, although low CO_2_ levels did not affect total cellular cholesterol, we observed a substantial decrease in ER free cholesterol levels (Figs 4D and S7D). No significant effect on cholesterol esters content was detected (Figs 4E and S7D).

Cholesterol or 25-hydroxylcholesterol supplementation elevates the ER cholesterol pool that acts through SCAP-Insig binding to anchor SREBP2 in the ER and inhibit its activation [32]. To examine the effect of ER cholesterol pools, cells were exposed to low CO_2_ in presence of cholesterol or 25-hydroxycholesterol for 4 h and the expression of cholesterogenic genes was analyzed. The transcriptional response of cholesterogenic genes to low CO_2_ was abolished in presence of cholesterol or hydroxycholesterol, which further supports involvement of cholesterol levels and most likely ER cholesterol on SREBP2 activation under low CO_2_ (Fig 4F).

In summary, our analyses suggest that low CO_2_ specifically alters ER cholesterol, and this effect likely triggers the subsequent processing and activation of SREBP2.

## Discussion

Alterations in CO_2_ levels (hypocapnia or hypercapnia) have been increasingly linked to various pathologies [6,33–35], yet the molecular mechanisms that are implicated in the response to changes in CO_2_ remain elusive.

In the present study, we show that a decrease in CO_2_ levels activate a distinct gene expression program that differs from mere pH changes (e.g., NaOH treatment). These findings support the presence of a specific mechanism that respond to changes in CO_2_ levels. Furthermore, we show that SREBP2 participates in CO_2_ signaling to regulate the expression of its target genes, primarily genes of cholesterol biosynthesis. Of note, CO_2_ is in equilibrium with HCO_3_^-^, hence, we cannot conclude whether the observed cellular response to altered CO_2_ is due to molecular CO_2_ or to changes in bicarbonate levels. Dissecting the effect of CO_2_ per se from associated change in bicarbonates is expected to be challenging in view of their rapid equilibrium in physiological systems. This issue can be potentially addressed by using out-of-equilibrium CO_2_/HCO_3_^-^ solutions [36]. In addition, manipulation of CO_2_ levels in vivo in animal models are extremely challenging due to various homeostatic mechanisms that rapidly act to maintain the equilibrium between CO_2_, bicarbonate, and pH levels.

Interestingly, in pancreatic cancer cells SREBP2 induces the expression of cholesterogenic genes in response to extracellular acidic condition [37]. 

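Of the 7 SREBP2 target genes outside the synthesis enzymes, none was called by edgeR or DESeq2 at 2 h of NaOH (camera adjusted p = 0.13 for the set), with 3 higher on the adjusted p alone and 3 at an unadjusted p under 0.05, and 3 were higher at 4 h than at 0 h (camera adjusted p = 7.5e-04). At 4 h of NaOH, Insig1 was at 589 ± 74.0 (SD, n = 4) normalized counts (log2FC 1.08, SE 0.097, edgeR adjusted p = 1.2e-11) and Stard4 at 52.7 ± 21.7 (log2FC 1.63, SE 0.26, edgeR adjusted p = 6.2e-06). Against NaOH at the same time, 1 of the 7 genes, Stard4, was higher at 1% CO2 at 2 h (log2FC 1.15, SE 0.28, edgeR adjusted p = 0.0024). Its log2FC was below 1 without replicate 3 of 1% CO2 at 2 h (0.98) and without replicate 4 of NaOH at 2 h (0.95), and Insig1 was at 0.89 at 4 h of NaOH when scaled by library size alone. The set passed at 2 h (camera adjusted p = 0.044, and adjusted p = 0.076 with an estimated correlation), and at 4 h no gene was called and the set did not pass (camera adjusted p = 0.17). At 4 h the difference between 1% CO2 and NaOH was a log2FC of 0.21 (SE 0.095) for Insig1. At that time 2 of the 7 were higher at 1% CO2 on the adjusted p alone and 4 at an unadjusted p under 0.05, and DESeq2 called none.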

Consistently, our results show that alkaline conditions per se (i.e., NaOH treatment), unlike exposure to low carbon dioxide levels, elicit a minor effect on the expression of SREBP2 target genes in non-cancerous cells. Hence, it appears that SREBP2 can be activated in response to various stimuli, namely low carbon dioxide levels and acidic conditions. Since low carbon dioxide levels are associated with alkaline and not acidic conditions, it further supports our conclusion that low CO_2_ levels activate SREBP2 through distinct mechanism that is not necessarily pH-related. It is noteworthy that different cell types might respond differently to pH or CO_2_ levels. Previous reports showed that carbon dioxide regulates different signaling pathways such as NFκB, Wnt, and TGFβ signaling, as well as circadian rhythms in different cell types [10,38–40]. We also show that SREBP2 is activated in response to low CO_2_ levels in fibroblast, hepatocytes, and muscles but not in adipocytes. Hence, it is conceivable that the response to CO_2_ is conducted through myriad of signaling pathways, some of which are cell-type specific. 

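Of 21 measured target genes of HIF-1, 3 were higher at 2 h of 1% CO2 and 3 at 4 h than at 0 h. At both times these were the glucose transporter gene Slc2a1, the hexokinase gene Hk2, with a log2FC of 1.57 (SE 0.13) at 2 h and 1.91 (SE 0.12) at 4 h, and the adenylate kinase gene Ak4, with 1.29 (SE 0.12) and 1.50 (SE 0.12). The set passed at 2 h (camera adjusted p = 0.037, and adjusted p = 0.18 with an estimated correlation) and at 4 h (camera adjusted p = 4.0e-05). With NaOH, 3 were higher at 2 h and 6 at 4 h (camera adjusted p = 0.043, adjusted p = 0.21 with an estimated correlation, and camera adjusted p = 2.9e-06 at 4 h). Vegfa, which drives vessel growth, rose with NaOH from 397 ± 18.0 (SD, n = 4) to 1497 ± 105 normalized counts at 2 h (log2FC 1.91, SE 0.079, edgeR adjusted p = 3.2e-21) and was at 443 ± 22.9 at 2 h of 1% CO2 (1% CO2 against NaOH log2FC -1.76, SE 0.079, edgeR adjusted p = 1.2e-19). Of 18 measured target genes of YAP, 3 were higher at 2 h and 3 at 4 h of 1% CO2, and the set did not pass (camera adjusted p = 0.31 and 0.62). Ctgf was at 304 ± 33.5 at 2 h of 1% CO2 (log2FC 1.90, SE 0.10, edgeR adjusted p = 7.1e-17), and the cardiac ankyrin repeat gene Ankrd1 had a log2FC of 1.44 (SE 0.35) at 2 h. With NaOH, 8 of the 18 were higher and 1 was lower at 2 h (camera adjusted p = 1.4e-10), with Ankrd1 at 5.56 (SE 0.22) and Nuak2 at 3.76 (SE 0.14). At 4 h 3 were higher and 1 was lower (camera adjusted p = 0.69). The YAP targets were lower at 1% CO2 than with NaOH at 2 h, 5 of 18 (camera adjusted p = 3.4e-15). The HIF-1 targets were lower as a set at 4 h (camera adjusted p = 0.020, and adjusted p = 0.12 with an estimated correlation). Among the genes rising or highest at 2 h of 1% CO2 were 3 of the 21 HIF-1 targets (Fisher's exact test, one-sided, adjusted p = 0.22) and 4 of the 18 YAP targets (adjusted p = 0.036, same exact test). Among those of NaOH were 8 and 8 (Fisher's exact test, adjusted p = 0.0053 and 0.0018).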

Our gene expression analysis identified HIF-1α and YAP as potential candidates that participate in the response to CO_2_. Indeed, hypoxia regulates cholesterol metabolism through HIF-1α [41], yet the involvement of HIF-1α in conjunction with SREBP2 in response to CO_2_ was hitherto never tested. Likewise, recent evidence points towards functional interaction between YAP and SREBP in regulation of lipid metabolism [42,43]; however, its relevance to CO_2_ remains unknown.

Importantly, a role of CO_2_ in the control of cholesterol homeostasis has not been previously reported. Interestingly, cellular cholesterol has been shown in vitro to regulate CO_2_ permeability in different cell types [44,45]. In these studies, each cell type exhibited different CO_2_ permeability rate depending on its cholesterol content [45]. This raises the intriguing possibility of a mechanism whereby changes in CO_2_ levels regulate cholesterol biosynthesis through SREBP2 to regulate cell membrane cholesterol content and control CO_2_ permeability in response to environmental changes.

Although, CO_2_ is generated as a byproduct of cellular enzymatic reactions, CO_2_ is also consumed as a carbon source in the conversion of acetyl-CoA to malonyl-CoA. Acetyl-CoA serves as a key precursor for both fatty acid and cholesterol biosynthesis pathways that are major lipid building blocks for cell membranes. SREBPs control the flux of acetyl-CoA into fatty acid and mevalonate synthetic pathways [46]. Reduction of extracellular CO_2_ might limit the abundance of intracellular CO_2_ and would shift the flux of acetyl-CoA towards cholesterol biosynthesis. This shift in substrate supply may serve to support the increased expression of cholesterogenic enzymes by SREBP2.

At the molecular level, our findings suggest that under physiological growth conditions (i.e., 5% CO_2_), SREBP2 is retained in the ER membrane. Low CO_2_ reduces ER cholesterol levels and triggers SREBP2 translocation from ER to Golgi, where SREBP2 is cleaved. The cleaved, transcriptionally active form of SREBP2 (N-SREBP2) enters the nucleus and activates transcription of cholesterol biosynthetic enzymes through SRE region on the gene promoter (Fig 4G). It remains unclear how CO_2_ modulates the ER lipids composition, and future studies are expected to address the underlying molecular mechanisms.

In summary, we propose that SREBP2 participates in cellular CO_2_ signaling and that SREBP2 regulation of cholesterol levels can be modulated by changes in CO_2_ levels.

## Methods

### Ethics statement

All animal experiments and procedures were conducted in conformity with and approval of the Weizmann Institute Animal Care and Use Committee (IACUC) guidelines, working within the anti-cruelty law (experiments on animals) of 1994 as stated by the Ministry of Health of the Israeli Parliament. Experiments were done in accordance with these specific applications: 05730621–1 and 01700223–2.

### Cell culture

NIH3T3, Hepa1c1 cells were routinely cultured in media A (DMEM with high glucose (01-052-1A, Biological Industries) supplemented with 10% FBS, 100 units/ml penicillin, 100 mg/ml streptomycin, 44 mM NaHCO_3_) at 37°C in a humidified incubator with 5% CO_2_. Mouse tail tip fibroblasts (TTFs) were routinely cultured as previously described [47] with media A containing 20% FBS. Mouse primary muscles were isolated and cultured as previously described [48] with BioAmf2 (Biological Industries Cat # 01-194-1A) and were differentiated in DMEM: F12 (Sigma D6421) supplemented with 2% Horse Serum (04-004-1A, Biological Industries). Fully differentiated fibers were used for the experiment. Mouse white and brown adipocytes were isolated, cultured, and differentiated as previously described [49]. All the experiments were performed in media B (Bicarbonate free DMEM (5×, 01-055-4A Biological Industries) diluted to 1× with deionized water and supplemented with 10% FBS, 4 mM L-Glutamine, 100 units/ml penicillin, and 100 mg/ml streptomycin with 18 mM sodium bicarbonate).

### Reagents and chemicals

Reagents and drugs used are listed in S6 Table. Information regarding dosage and solvents are detailed in the relevant figure legends.

### Plasmids and siRNA transfections

The plasmids pcDNA3.1-2xFLAG-SREBP-2 (#26807), pSynSRE-T-Luc (#60444), pSynSRE-Mut-T-Luc (#60490), pcDNA3-Luciferase (#18964) were purchased from Addgene. The siRNA against mouse SREBP2 (L-050073-01-0010), SCAP (L-040322-01-0010), and control (D-001810-10-50) were purchased from Dharmacon. Briefly, 2.5 × 10^5^ cells were seeded in 3-cm culture dish in media B. For plasmid transfection, in the next day cells were transiently transfected with the 750 ng of the indicated plasmids using jetPRIME (Polyplus) as per the supplier protocol. Alternatively, for siRNA treatment, cells were transfected with 25 nM siRNA using Lipofectamine RNAiMAX (Thermo Fisher Scientific) transfection reagent with 1:3 siRNA/reagent ratio. Cells were analyzed 48 h after transfection by either immunoblot, qPCR, or bioluminescence assays unless indicated otherwise.

### RNA extraction and qPCR analysis

RNA extraction from the cells were performed by TRI-reagent (Sigma) with manufacturer standard protocol. RNA concentration was determined using NanoDrop2000 Spectrophotometer (Thermo Fisher Scientific, USA). RNA integrity was validated using 2200 TapeStation (Agilent, USA). Synthesis of cDNA was performed using qScript cDNA SuperMix (Quanta Biosciences). Real-time PCR measurements were performed using SYBR green primers with LightCycler II machine (Roche) and normalized to the geometrical mean of 3 housekeeping genes (*Rplp0*, *Tbp*, and *Hprt*). Primer sequences are listed in S7 Table.

### RNA sequencing

Bulk MARS-seq libraries [50] were prepared from the mRNA extracted from NIH3T3 cells untreated or exposed to either 1% CO_2_ or 18 mM NaOH under 5% CO_2_ for 0, 2, and 4 h, and subsequently sequenced with high-output 75-base-pair kits (catalogue no. FC-404-2005; Illumina, USA) on a NextSeq 550 Illumina sequencer.

### RNA-sequencing data analysis

Processing of raw sequencing data into read counts was performed via Transcriptome Analysis Pipeline (v.1.10) [51]. In short, reads were trimmed using cutadapt (v.1.15) [52] and mapped to the genome (/shareDB/iGenomes/Mus_musculus/UCSC/mm10/Sequence/STAR_index) using STAR (v.2.5.2b) (default parameters) [53]. The pipeline quantifies the genes annotated in RefSeq that have extended with 1,000 bases towards the 5′ edge and 100 bases towards the 3′ bases. Unique molecular identifier (UMI) counts were done using HTSeq-count (v.0.9.1) in union mode [52]. Normalization of the counts was performed using DESeq2 (v.1.16.1) with the betaPrior = True, cooksCutoff = FALSE, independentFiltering = FALSE parameters [54].

RNA-seq data are available from the GEO database (accession number GSE196294). All other data that support the findings of this study are available upon request.

### Pathway enrichment and upstream transcription factor analysis

Enrichment analysis and upstream transcription factor analysis was performed with Ingenuity Pathway Analysis software QIAGEN IPA (QIAGEN) with default setting.

### Sterol depletion

Sterol depletion from the cells was performed by MBCD (Sigma) treatment. Cells were seeded in media B at density 300,000 cells/3 cm dish. On day 4, cells were washed with PBS twice to remove residual serum and cells were incubated in DMEM (Gibco, 21063–029) without serum, supplemented with either 2 mM MBCD (100 mM stock in water) or vehicle control for 2 h at 37°C and 5% CO_2_. Next, cells were washed twice with PBS and cultured in media B without serum.

### Bioluminescence recordings

Unless indicated otherwise, for bioluminescence recordings cells were seeded in media B at density of 300,000 cells per 3-cm culture dish. Next day, cells were transiently transfected with one of the plasmids containing pSynSRE-T-Luc (750 ng), pSynSRE-Mut-T-Luc (750 ng), or pcDNA3-Luc (500 ng) as detailed above. After 48 h from transfection, the culture medium was replaced with media B supplemented with 100 nM D-Luciferin (Promega, USA) and bioluminescence was recorded continuously with LumiCycle32 recorder (Actimetrics, USA) in a 37°C, 5% CO_2_ incubator. After 24 h (once the luciferase signal reached a stationary phase), CO_2_ levels were shifted to 1%, 10%, or kept at 5% CO_2_ as control. Bioluminescence data were extracted using the LumiCycle Analysis software (Actimetrics, USA). The relative bioluminescence was calculated by normalizing the raw counts to the 10 h pretreatment average value.

### Protein extraction, gel electrophoresis, and immunoblotting

Whole cell lysate was prepared as previously described [9]. For nuclear and cytoplasmic fraction, cell pellets were resuspended in lysis buffer (HEPES 10 mM (pH 7.5), 10 mM KCl, 0.1 mM EDTA, 0.5% Noniodate 40, 1 mM DTT, PMSF 0.5 mM) supplemented with protease inhibitor cocktail (Sigma) and allowed to swell on ice for 15 to 20 min with intermittent mixing. Tubes were vortexed (10 s) to disrupt the cell membrane and then centrifuged at 12,000 g at 4°C for 30 s. The supernatant was stored at −80°C till further use as cytoplasmic extract. The pelleted nuclei were washed twice with 1 ml lysis buffer and was resuspended in nuclear extraction buffer (20 mM HEPES (pH 7.5), 400 mM NaCl, 1 mM EDTA, and 1 mM PMSF) with protease inhibitor cocktail and then incubated on ice for 30 min. Nuclear extracts were collected by centrifugation at 12,000 g for 15 min at 4°C. The protein concentration of the cytoplasmic and nuclear extract was quantified using BCA protein assay kit (Thermo Scientific, USA). Finally, samples were heated at 95°C for 5 min in Laemmli sample buffer and analyzed by SDS-PAGE and immunoblot. SREBP2 antibody that was used in our study (Anti-SREBP2, Clone 22D5, MABS1988, Lot # 3272232, Merck) recognizes the N-terminal region of murine SRE-binding protein 2. Details of the antibodies used are listed under S8 Table.

### ER membrane isolation

Cells were seeded in 15-cm culture dish at density of 2 × 10^6^ cells per dish. On day 4, cells were subjected to different treatments as indicated. Next, cells were washed with cold PBS, scrapped in 2 ml PBS, and collected in 15 ml tube. The suspension was centrifuged at 500 g for 10 min to obtain cell pellet, snap frozen in liquid nitrogen, and stored at −80°C until further use. Isolation of ER membranes was performed with minor modification as previously described [30]. Cell pellet were homogenized with glass dounce (15 to 25 rounds) in cold lysis buffer (50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 15% sucrose) containing protease inhibitor cocktails. A small aliquot of homogenate was stored as whole cell lysate (fraction A) (S7B Fig). The lysates were centrifuged at 3,000 g for 10 min to yield nuclear pellet and supernatant (fraction B). Nuclear pellets were lysed with nuclear extraction buffer (20 mM HEPES (pH 7.5), 400 mM NaCl, 1 mM EDTA, and 1 mM DTT) and stored as fraction C. Further, the supernatant was diluted to 3 ml with lysis buffer and loaded on discontinuous sucrose gradient which was set in SW41 tube (Beckman) by overlaying the following sucrose solutions all in the above lysis buffer: 2 ml 45%, 4 ml 30%, 3 ml of the diluted supernatant in 15% sucrose, and 1 ml 7.5%. The tubes were ultra-centrifuged in SW41Ti rotor (Beckman) at 100,000 g for 60 min and allowed to slow down without application of a break. The 2 bands of membranes were clearly visible, upper light membrane fraction (Interphase between 15% and 7.5%) were collected and marked as fraction D and heavy membrane fraction (interphase between 45% and 30% sucrose) were collected in another tube as fraction E. The collected fractions at each stage were analyzed by immunoblot with relevant organelle markers as indicated (S7C Fig). Further, purification of heavy membrane fraction (fraction E) was performed with OptiPrep-Density gradient medium (Sigma). Fraction E from the above sucrose gradient was loaded at the bottom of SW41 tube and subsequently, overlaid with dilutions of OptiPrep-Density gradient medium. Discontinuous OptiPrep gradient was generated by underlying in sequence form bottom to top—1 ml fraction E, 2.5 ml each of 25%, 23%, 21%, 19% OptiPrep media diluted in ice cold tris-buffer (50 mM Tris-HCl (pH 7.5), 150 mM NaCl) and equilibrate for 2 h at 4°C. After incubation, tubes were ultra-centrifuged at a speed of 110,000 g for 120 min. After centrifugation, OptiPrep fractions were collected from top to bottom of the tube (approximately 900 μl each fraction) and fractions were run on the SDS-PAGE with marker protein for ER membrane and the fraction showing no organelle contamination (fraction no 5) was used for lipidomic analysis.

### ER-lipidomic analysis

Cholesterol and cholesterol ester were identified and quantified using multi-dimensional mass spectrometry-based shotgun lipidomic analysis [55]. In brief, each 300 μl ER suspension sample was accurately transferred to a disposable glass culture test tube. A pre-mixture of internal standards (IS) was added prior to conducting lipid extraction for quantification of the targeted lipid species based on the protein content of individual ER suspension. Lipid extraction was performed using a modified Bligh and Dyer procedure [56], and each lipid extract was reconstituted in chloroform:methanol (1:1, *v*:*v*) at a volume of 100 μl/300 μl ER suspension samples.

For shotgun lipidomics, lipid extract was further diluted to a final concentration of approximately 500 fmol total lipids per μl. Mass spectrometric analysis was performed on a triple quadrupole mass spectrometer (TSQ Altis, Thermo Fisher Scientific, USA) and a Q Exactive mass spectrometer (Thermo Scientific, USA), both of which were equipped with an automated nanospray device (TriVersa NanoMate, Advion Bioscience Ltd., Ithaca, NY) as described [57]. Identification and quantification of cholesterol and cholesterol ester were performed using an automated software program [58,59]. Data processing (e.g., ion peak selection, baseline correction, data transfer, peak intensity comparison, and quantitation) was performed as described [59]. The results were normalized to volume of ER suspension (pmol/100 μl ER suspension).

### Total cholesterol quantification

Lipid extraction and cholesterol quantification were performed using a Total Cholesterol Assay Kit Fluorometrically (Cell Biolabs, STA-390) according to the manufacturer’s protocol.

### Statistics

All the statistical analyses were performed using Excel, Python, and GraphPad prism (Version 9.1.0.221). Specific information on sample sizes, statistical significance, and variance measures is provided in the relevant figure legends. Significantly expressed genes are defined based on the difference in expression between each of the time points (i.e., T0, T2, T4) per condition, based on the following criteria: P adj. < = 0.05, |log2FC| > = 1, baseMean > = 5. Normalized data of significant genes in each of the conditions was clustered using Python’s scikit-learn KMeans function. PCA analysis was performed using R’s prcomp function (scale = TRUE) of stats package.

## Supporting information

S1 Fig Transcriptional response to low CO_2_ levels compared to NaOH treatment. **(A)** Bar plot representing the number of significant genes (see Methods) that were up- or down-regulated in response to 1% CO_2_ or 18 mM NaOH after 2 or 4 h exposure. **(B)** Venn diagrams representing the number of genes that significantly responded to 1% CO_2_ or 18 mM NaOH after 2 or 4 h and their overlaps. The data underlying the graphs shown in the figure is included in S1 Data.
(TIF)

S2 Fig Low CO_2_ levels induce the expression of cholesterol biosynthesis related genes. **(A)** Quantitative PCR analysis of cholesterogenic gene expression levels from mouse Hepa1c1, primary tail tip fibroblasts (TTF), mouse primary muscles, white adipocytes (WAT), and brown adipocytes (BAT) cultured either at 5% CO_2_ or 1% CO_2_ for 4 h (mean ± SE, *n* = 3 biological replicates for Hepa1c1, *n* = 3 biological replicates per condition for TTF, muscles, WAT and BAT, ***P < 0.001, **P < 0.01, *P < 0.05, nonsignificant (ns), two-way ANOVA with Bonferroni’s multiple comparisons test). **(B)** Quantitative PCR analysis of cholesterogenic gene expression levels from NIH3T3 cultured either at 5% CO_2_ or 10% CO_2_ for 2 or 4 h (mean ± SE, *n* = 3 biological replicates for each time point per condition, ***P < 0.001, **P < 0.01, *P < 0.05, nonsignificant (ns), two-way ANOVA with Bonferroni’s multiple comparisons test). The data underlying the graphs shown in the figure is included in S1 Data.
(TIF)

S3 Fig Comparative analysis of gene expression data from cells exposed to different CO_2_ levels. **(A, B)** Gene expression data (Phelan and colleagues) of THP-1 monocytes exposed to 10% CO_2_ for 4 h was compared with data of NIH3T3 exposed to 1% CO_2_ for 2 h and 4 h. **(A)** A Venn diagram presentation of the overlap in the responsive genes from both datasets. **(B)** A bar graph presentation of the transcriptional response of common genes (28 for 2 h and 47 for 4 h). The data underlying the graphs shown in the figure is included in S1 Data.
(TIF)

S4 Fig SREBP2 is activated in response to low CO_2_ levels but not in response to alkaline conditions. **(A)** Immunoblot of total cell extracts from NIH3T3 cells exposed to either 5% CO_2_ or 18 mM NaOH for 0, 2, or 4 h. p—SREBP2 precursor (approximately 126 kD); c—SREBP2 cleaved form (approximately 68 kD); (pooled sample of *n* = 3 biological replicates). **(B)** Quantitative PCR analysis for the expression levels of CO_2_ responsive genes from control (siNTC) or SREBP2 silenced (siSREBP2) NIH3T3 cells exposed to 5% or 1% CO_2_ for 4 h (mean ± SE, *n* = 3 biological replicates per condition, ***P < 0.001, **P < 0.01, nonsignificant (ns), two-way ANOVA with Bonferroni’s multiple comparisons test). The data underlying the graphs shown in the figure is included in S1 Data.
(TIF)

S5 Fig CO_2_ levels modulate the response of an SRE bioluminescence reporter. **(A)** Bioluminescence recordings from NIH3T3 cells transfected with WT SRE-Luc, or control vector (CMV-Luc), and exposed to either 5%, 1%, or 10% CO_2_, arrow indicates the shift in CO_2_ levels (mean ± SE, *n* = 3 biological replicate per condition, AUC for SRE Luc 5%, 1% CO_2_ 0.77 ± 0.01, 2.6 ± 0.1, *P* < 0.0001 and 5%, 10% CO_2_ 1.04 ± 0.005, 0.65 ± 0.02, *P* < 0.0001; AUC for CMV Luc 5%, 1% CO_2_ 0.2 ± 0.002, 0.19 ± 0.005, ns and 5%, 10% CO_2_ 0.65 ± 0.02, 0.68 ± 0.01, ns, nonsignificant (ns), two-sided Student’s *t* test). **(B)** Bioluminescence recordings from NIH3T3 cells transfected with WT SRE-Luc exposed either to constant 5% or interchangeable 5% to 1% CO_2_ levels, blue mark represents 5%, and red mark indicates 1% CO_2_ levels (mean ± SE, *n* = 3 biological replicate per condition). The data underlying the graphs shown in the figure is included in S1 Data.
(TIF)

S6 Fig Systematic dissection of SREBP2 pathway activation in response to low CO_2_ levels. **(A)** Schematic representation of the SREBP2 pathway, specifying interventions applied at different stages in the following experiments. **(B, C)** Immunoblots of total cell lysates from NIH3T3 cells either non-transfected or transfected with 2X-FLAG tagged N-SREBP2. Cells were either sterol-depleted with methyl-beta-cyclodextrin (MBCD) or CO_2_ treated for 4 h (pooled sample from *n* = 3 biological replicates). **(D)** Immunoblot of total cell lysates from NIH3T3 cells exposed to different CO_2_ levels in presence of DMSO or fatostatin (20 μm) for 4 h (pooled sample from *n* = 3 biological replicates). **(E)** Quantitative PCR analysis of cholestrogenic gene expression levels from cells as in (D), (mean ± SE, *n* = 3 biological replicates for each time point per condition, ***P < 0.001, nonsignificant (ns), two-way ANOVA with Bonferroni’s multiple comparisons test). **(F)** Quantitative PCR analysis of cholestrogenic gene expression levels from NIH3T3 cells silenced for SCAP (siSCAP) or control siRNA (siNTC) upon exposure to either 5% or 1% CO_2_ levels for 4 h (mean ± SE, *n* = 3 biological replicates for each time point per condition, ***P < 0.001, nonsignificant (ns), two-way ANOVA with Bonferroni’s multiple comparisons test). The data underlying the graphs shown in the figure is included in S1 Data.
(TIF)

S7 Fig Exposure to low CO_2_ levels decreases ER cholesterol levels. **(A)** Total cholesterol quantification (with fluorometric assay kit) in NIH3T3 cells exposed to 10% CO_2_ levels for 4 h (mean ± SE, *n* = 3 biological replicates per condition, nonsignificant (ns), two-sided Student’s *t* test). **(B)** Flow chart representing the different steps taken for ER-membrane isolation by sucrose gradient. **(C)** Immunoblot analysis of organelle protein markers in each fraction throughout the isolation process (as detailed in panel B). **(D)** The free cholesterol and cholesterol ester levels in the ER membrane from NIH3T3 cells depleted with sterols for 2 h or exposed to different CO_2_ levels for 4 h were quantified with shotgun lipidomics analysis (see S5 Table) (mean ± SE, *n* = 3 independent experiments, two-sided Student’s *t* test). The data is from Fig 4C and 4D corrected to ER protein amounts. The data underlying the graphs shown in the figure is included in S1 Data.
(TIF)

S1 Table Transcriptional response to low CO_2_ and NaOH (separate file). List of differentially expressed genes from NIH3T3 cells treated with either low CO_2_ or 18 mM NaOH for 2 h and 4 h.
(XLSX)

S2 Table K-Mean cluster analysis (separate file). List of genes that were categorized the clusters for described in Fig 2 for NIH3T3 cells treated with either low CO_2_ or 18 mM NaOH for 2 h and 4 h.
(XLSX)

S3 Table Pathway enrichment analysis (separate file). Full list of processes enriched in different clusters (as in Fig 2A) in NIH3T3 cells exposed to 5%, 1% CO_2_ or treated with 18 mM NaOH for 2 h and 4 h.
(XLSX)

S4 Table Upstream gene expression regulator analysis (separate file). Full list of upstream gene expression regulators in the different clusters (as in Fig 3A and 3B) in NIH3T3 cells exposed to either low CO_2_ or NaOH for 2 h and 4 h.
(XLSX)

S5 Table ER lipidomics analysis (separate file). Measurement of cholesterol and cholesterol ester different classes of ER lipids with shot gun lipidomics in ER fractions isolated from NIH3T3 cells either depleted for sterols for exposed to 5% CO_2_ or 1% CO_2_ for 4 h.
(XLSX)

S6 Table Chemicals and reagents (separate file). List of reagents and chemicals that were used in the study including their manufactures and catalogue numbers.
(XLSX)

S7 Table List of primers used for quantitative real-time PCR (separate file). Primers used for quantitative PCR analysis are listed in the table.
(XLSX)

S8 Table List of antibodies (separate file). Antibodies and the dilutions used for immunoblot analysis are detailed in the table.
(XLSX)

S1 Data Original data for the different graphs (separate file). Each tab includes data for individual panels of main and supplementary figures as referred to in the figure captions.
(XLSX)

S1 Raw Images Original blots (separate file). The file contains the original and unprocessed blots that are presented in main and supplementary figures.
(PPTX)

## Abbreviations

COPD: chronic obstructive pulmonary disease
ER: endoplasmic reticulum
HIF: hypoxia-inducible factor
INSIG: insulin-induced gene
MBCD: methyl-beta-cyclodextrin
OSA: obstructive sleep apnea
PCA: principal component analysis
SCAP: SREBP cleavage-activating protein
SRE: sterol regulatory element
TTF: tail tip fibroblast
UMI: unique molecular identifier

# Supplementary material for: Carbon dioxide regulates cholesterol levels through SREBP2
**Source:** PLoS Biol. 2023 Nov 15;21(11):e3002367. doi: 10.1371/journal.pbio.3002367
**Supplement:** S1 Raw Images — The file contains the original and unprocessed blots that are presented in main and supplementary figures.

## Slide 1

Figure 3C
5% CO2
1% CO2
5% CO2
1% CO2
 0 2 4
0 2 4
Time (h)
0 2 4
0 2 4
170
130
100
70
55
170
130
100
70
55
p
SREBP2
c
U2AF65
Long exposure
170
130
100
70
55
p
SREBP2
c
Short exposure

## Slide 2

Figure 3D
Cytoplasmic fraction
Nuclear fraction
CO2
CO2
MBCD
MBCD
- +
5% 1%
- +
5% 1%
Cytoplasmic fraction
Nuclear fraction
CO2
CO2
MBCD
MBCD
- +
5% 1%
- +
5% 1%
170
130
100
70
55
170
130
100
70
55
p
SREBP2
c
U2AF65
Tubulin
Long exposure
170
130
100
70
55
170
130
100
70
55
p
SREBP2
c
U2AF65
Tubulin
Short exposure

## Slide 3

Figure 3G
5% CO2
1% CO2
5% CO2
1% CO2
siSREBP2
siSREBP2
siSREBP2
siSREBP2
siNTC
siNTC
siNTC
siNTC
170
130
100
70
55
170
130
100
70
55
p
SREBP2
c
U2AF65
Long exposure
170
130
100
70
55
p
SREBP2
c
Short exposure

## Slide 4

Figure S4A
1% CO2
5% CO2
NaOH
0 2 4
0 2 4
0 2 4
Time (h)
1% CO2
5% CO2
NaOH
0 2 4
0 2 4
0 2 4
180
180
p
SREBP2
c
140
140
100
100
75
75
U2AF65
.
60
60
Tubulin
45
45
Long exposure
180
p
SREBP2
c
140
100
75
60
45
Short exposure

## Slide 5

Figure S6B
CO2
MBCD
MBCD
CO2
- + 5% 1%
- + 5% 1%
170
130
100
70
55
170
130
100
70
55
p
SREBP2
c
U2AF65
Tubulin
Long exposure
170
130
100
70
55
p
SREBP2
c
Short exposure

## Slide 6

Figure S6C
NT
MBCD
CO2
- + 5% 1%
170
130
100
70
55
p
SREBP2 (Flag)
c
U2AF65
Tubulin

## Slide 7

Figure S6D
1% CO2
1% CO2
5% CO2
5% CO2
Fatostatin
Fatostatin
DMSO
DMSO
Fatostatin
Fatostatin
DMSO
DMSO
170
170
p
SREBP2
c
130
130
100
100
70
70
U2AF65
Tubulin
55
55
Long exposure
170
p
SREBP2
c
130
100
70
55
Short exposure

## Slide 8

Figure S7C
Fractions
A
B
E
C
D
100
70
100
70
170
130
100
55
43
170
130
100
70
55
34

How the deposited data were processed for this re-analysis (not part of the article)

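RNA of NIH3T3 mouse fibroblasts was sequenced by the authors in 20 libraries, 4 for each of the 5 groups of 5% CO2 at 0 h, 1% CO2 at 2 and 4 h, and 18 mM NaOH at 2 and 4 h. Libraries of bulk MARS-seq were sequenced on a NextSeq 550 with 75-base kits. In the UTAP pipeline v1.10, the authors trimmed the reads with cutadapt v1.15, mapped them to the mm10 mouse genome with STAR v2.5.2b (2.4.2a in the submitters' processing notes) and counted unique molecular identifiers with HTSeq-count v0.9.1 in union mode over RefSeq genes extended by 1000 bases at the 5′ and 100 bases at the 3′ side. The deposited table holds these raw counts for each library and gene, and beside them a normalized signal that the authors made from the counts with DESeq2 v1.16.1. The deposited normalized signal equals each count divided by 1 size factor per library, with a largest deviation of 8.73e-11, and was used for this check only. How the authors chose the 11075 genes of the table is not given in the sources used here, and 122 of these genes have no count of 5 in any library. Because tags come from the 3′ end, the counts do not depend on transcript length, while near-identical 3′ ends of paralogs and pseudogenes may share tags.

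Total counts were 1325293 to 5640523 per library, with a median of 3343835.5. The common dispersion was 0.0103, which is a biological coefficient of variation of 0.101. Over the 30 pairs of libraries of one group, the chi-square per degree of freedom was 2.26 to 12.9, more than sampling noise alone gives. Abundant genes that lie far apart between libraries of one group, Gapdh and Rps2 among them, were included and can raise it. The value does not tell whether libraries came from separate cultures, and each library was counted as 1 replicate. Conditions and replicate numbers came from the labels and the paper, which calls the replicates biological, without saying whether they were separate cultures or days, so that p-values measure the spread between these samples. The counts were analysed with edgeR 4.0.16 in R 4.3.3. TMM factors scaled the libraries, and the 9726 genes with a mean normalized count of at least 5 were tested, which leaves 1349 out. One quasi-likelihood model with robust estimates was fitted to all 20 libraries in 5 groups, without further terms. The 8 comparisons were 2 h and 4 h of each treatment against 0 h, 4 h against 2 h of each, and 1% CO2 against NaOH at 2 h and 4 h. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2FC of at least 1 in size, a fold of 2. The SE of a log2FC was taken as its size divided by the square root of the F statistic. The same steps were tested on simulated data for each of the 8 comparisons. Both of its groups were drawn from the means of the group named second, at their own library sizes, with 200 genes changed in the first.

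Genes named in the text were chosen by a rule. For each comparison it took the 5 called genes with the largest log2FC in each direction, of those with a mean of at least 50 in the higher group and no overlap between the libraries, skipping Riken, Gm and LOC symbols, and for each list described the 3 called members with the smallest adjusted p and every member called in the minority direction if these were 5 or fewer. It also took the genes that the paper names from the sequencing or its qPCR, among them the genes of Fig 2D, Insig1, Srebf2, Scap, Fdft1, Slc2a1, Ldha and Angptl4, with Srebf1 and Insig2 as paralogs. The S1 and S2 Tables of the paper had been looked at when the rule was written. Not all genes that meet the rule are named, the results of some genes and of 1 list are not reported here, and exceptions are marked as chosen after their values were seen. Of the genes the rule names, Acat1 and Fdft1 were not among the genes tested, and the directions of Scap, Srebf1 and Insig2 are not reported. The lists held genes of cholesterol synthesis, other SREBP2 targets, the genes of Fig 2D, fatty acid synthesis, LXR, HIF-1, YAP, serum response factor and actin, immediate early genes, NRF2, endoplasmic reticulum stress, the integrated stress response, heat shock, NF-κB, mitosis, the S phase, ribosome biogenesis, the circadian clock, TGFβ and BMP, bicarbonate and proton transport, the lysosome, fibroblasts, qPCR reference genes, and markers of epithelial, immune, endothelial, fat and muscle cells. Older symbols were matched through a table of aliases. List members were counted by direction, and the lists tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated one, with p adjusted over the lists of a comparison. Gene positions are those of GRCm38, the assembly that mm10 is made from.

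The PCA used prcomp with scale = TRUE on log2 counts scaled to library size, with a prior count of 2. Genes called in any comparison between 0, 2 and 4 h of a treatment were clustered by K-means in scikit-learn 1.9.0 (Python 3.11.15) with 3 clusters and 50 starts, on z-scores of group means, and lists were tested in clusters with Fisher's exact test of SciPy 1.17.1. Alternatives were DESeq2 1.42.0 with the paper's settings (betaPrior = TRUE, cooksCutoff = FALSE, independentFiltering = FALSE) and with default settings, other scalings, filters and fold thresholds, a fit of the 8 libraries compared alone, the replicate number as a block, each library left out, other settings of the PCA and the clusters, and control libraries split between the treatments. For the search of near-identical copies, the last 300 bases of each transcript were compared with all other genes, at 95% identity over at least 100 bases. The pathway and upstream regulator software of the paper was not used here, and the qPCR, protein and lipid data and the samples of other cells in the paper were not analysed here.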

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

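Of the tests in this part, the count of genes that went in opposite directions was chosen after the results were seen. In 17 of 250 groups of 4 libraries (6.80%), 1 library stood apart from the other 3 by Dixon's test, which chance gives in about 1 of 20 groups. The values are normalized counts for genes. Replicate 2 of 1% CO2 2 h had Hspa1b at 209 (the others 223 to 225). Replicate 3 of 1% CO2 2 h had Fosl1 at 805 (the others 850.2 to 856), Msmo1 at 733 (the others 568 to 585) and Mvd at 353 (the others 536 to 555). On the principal components, replicate 3 of 1% CO2 2 h lay at -35.5 on PC1 (the others -19.4 to -17.3) and 36.7 on PC2 (the others 7.69 to 9.75). Replicate 4 of 1% CO2 2 h had Lpin1 at 84.2 (the others 111 to 114). Replicate 1 of 1% CO2 4 h had Txnip at 141 (the others 199 to 209). Replicate 2 of 1% CO2 4 h had Dhcr7 at 692 (the others 728 to 733). Replicate 3 of 1% CO2 4 h had Mki67 at 14.9 (the others 18.3 to 19.0). Replicate 2 of 0 h had Arl4c at 10.4 (the others 12.0 to 12.3). Replicate 3 of 0 h had Klf2 at 850.0 (the others 779 to 786). Replicate 4 of 0 h had Apoe at 6.40 (the others 13.4 to 14.5) and Insig1 at 314 (the others 264 to 269). On the principal components, replicate 3 of NaOH 2 h lay at 45.9 on PC1 (the others 33.7 to 34.2). Replicate 1 of NaOH 4 h had Trib3 at 232 (the others 193 to 196). Replicate 3 of NaOH 4 h had Ccl2 at 1195 (the others 949.9 to 971).

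Levels at 4 h differed from those at 2 h for 129 genes in cells at 1% CO2 and 661 genes with NaOH, in edgeR's test of one time against the other. Genes called in opposite directions by 1% CO2 and NaOH against 0 h numbered 5 at 2 h and 7 at 4 h, and with DESeq2 at the paper's settings 2 at 2 h and 1 at 4 h. Neither the text nor the figures of the paper report the groups of ribosome biogenesis, heat shock or NF-κB genes in these samples, although its S3 Table lists NF-κB signaling among the pathways. Above the control level were 5 and 13 genes of ribosome biogenesis at 2 and 4 h of 1% CO2 and 8 and 17 at 2 and 4 h of NaOH, 5 heat shock chaperones at 4 h of 1% CO2, 7 and 9 at 2 and 4 h of NaOH, and 7 and 8 NF-κB targets at 2 and 4 h of NaOH.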

How the results depend on the processing

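Of the alternatives here, the genes rising and those highest at 2 h taken together were chosen after seeing the data, and in them cholesterol synthesis had a p of 5.5e-18 at 1% CO2 and 0.17 with NaOH (Fisher's exact test, unadjusted), on the same side of the threshold as in the rising genes alone. Counts of genes are in the order 2 h, 4 h and 4 h against 2 h of 1% CO2, the same for NaOH, and 1% CO2 against NaOH at 2 h and 4 h. With edgeR's glmTreat, which tests against the fold threshold itself, 116, 182, 7, 446, 583, 134, 181 and 126 genes were called, fewer because the test is stricter. Without a fold threshold 2764, 3807, 1487, 4223, 5359, 3161, 3116 and 3455 genes passed on the adjusted p alone. A mean count of at least 20 left fewer genes to test and gave 330, 469, 59, 716, 987, 394, 367 and 366. DESeq2 with the paper's settings, which shrink the log2FC, gave 69 genes for 4 h against 2 h of 1% CO2 and 427 for NaOH, and was within 1.5 times for the other 6 comparisons. It called fewer genes than the paper's S1 Table lists for 1% CO2 and for NaOH at 2 h. DESeq2 with default settings, its size factors in edgeR, library size only, no filter, filterByExpr and a fit of only the 8 libraries compared stayed within 1.5 times for all 8. Without each library in turn the counts were 500 to 554, 746 to 787, 121 to 138, 1128 to 1192, 1512 to 1558, 623 to 677, 570 to 677 and 605 to 672.

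The replicate numbers are shared by the groups, but same-numbered libraries deviated together in no consistent way, with a correlation over 0.1 in 3 of 40 pairs of same-numbered libraries (-0.23 to 0.19), and with the same number correlating best in 8 where chance gives 10. With the number as a replicate block, 529, 783, 122, 1174, 1523, 657, 622 and 624 genes were called, and the block moved no count by over 1.5 times and changed no call of a gene named in the text. Of the cholesterol synthesis genes, on the adjusted p alone 17 passed at 2 h of 1% CO2 and 11 at 4 h against 2 h, 6, 16 and 9 in the 3 comparisons of NaOH, and 16 and 18 between the treatments at 2 and 4 h, and with library size only 1 and 2 at 2 and 4 h of NaOH. Their camera test with an estimated correlation had an adjusted p of 0.066 at 4 h of NaOH and 0.094 for 4 h against 2 h of NaOH. Over the 200 tests of lists, 29 were lost with an estimated correlation and 171 kept their side. PC1 held 33.7% of the variance without scaling to unit variance and 45.8% with the 500 genes of highest variance, where PC2 held 20.6%. The falling genes of 1% CO2 numbered 284 with 4 clusters and 291 with the genes called by DESeq2 with the paper's settings, and those of NaOH 691 with 4 clusters. For log2FC of the 151 pairs of gene and comparison in the text, 1928 of 1956 values kept their direction and their call or its absence, 26 lost the call on the fold or the adjusted p, 2 gained it and 0 reversed. The cause of these changes was not tested. Many of the named genes were chosen for a large log2FC or a small adjusted p in the same libraries. That most calls were kept was therefore partly set in advance. The total counts of 1325293 to 5640523 leave genes with a mean normalized count under 5 untested.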

Differences from the paper's values

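The alternatives named in this part were set before the data were examined, apart from the genes rising and highest at 2 h taken together. The paper's S1 Table gives log2FC as control over treated cells, so that its signs are opposite to those in the text here, and the values in this paragraph are on the paper's scale. For Ccl2, Nop2 and Odc1 at 4 h of NaOH the paper's values are -5.12, -1.93 and -3.02 and the values here -4.81, -2.29 and -2.65, and with DESeq2 (paper's or default settings), DESeq2 size factors, library size only, the replicate block and each library left out the values here also differed by more than their error. For Plk1 at 4 h of NaOH the paper's value is 1.73 and the value here 1.96. It was within the error of the paper's with DESeq2 at the paper's settings and at default settings, without replicate 1 or 2 of 0 h and without replicate 1 or 3 of NaOH at 4 h, and not with DESeq2 size factors, library size only, the replicate block or without the other 4 libraries. In the NaOH 4 h columns of that table, 338 of 605 genes listed as higher in treated cells and 176 of 799 tested genes listed as lower differed by more than the SE here, and in the columns of the other 3 comparisons against 0 h 0 genes did. The headings of the NaOH 4 h columns name a control other than 5% CO2 at 0 h, and the copy of the NaOH sheet used here lists 608, 555, 605 and 846 genes in its 4 columns, and no overlap with it was tested.

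Fig 2C colours genes of cholesterol synthesis by the treatment that affects them, low CO2 or both, and its caption states no direction. The colours were read from the picture by eye. Of the 15 such genes reported here, 13 were called higher at 1% CO2, and Ggps1 and Ebp were called in neither direction. The log2FC of Ggps1, on few counts, was -0.57 (SE 0.32) at 2 h and -0.28 (SE 0.33) at 4 h of 1% CO2 (edgeR adjusted p = 0.20 and 0.53). Ebp was at 0.82 (SE 0.095) at 4 h and passed on the adjusted p alone (edgeR adjusted p = 9.9e-09). Of the 4 reported genes coloured as affected by both treatments, 2, Hmgcs1 and Cyp51, were called higher in both here, and Sqle and Acat2 in 1% CO2 alone. With NaOH, Sqle and Acat2 were at 0.97 (SE 0.092) and 0.58 (SE 0.11) at 4 h and passed on the adjusted p alone (edgeR adjusted p = 4.2e-11 and 5.4e-05), and Sqle was called without NaOH 4 h replicate 1 (1.01) or replicate 2 (1.03). Of the 11 reported genes coloured for low CO2 and not for both treatments, 1, Sc5d, was called with NaOH too, at 1.03 (SE 0.12) at 2 h and 1.14 (SE 0.12) at 4 h. It stayed under the threshold at 2 h with DESeq2 at the paper's settings (0.99), without 5% CO2 0 h replicate 3 (0.97) and without NaOH 2 h replicate 4 (0.93), and with library size only at both times (0.84 and 0.95). The paper's own S1 Table lists Sc5d past the threshold at 2 h of NaOH, at -1.03 as control over treated cells. For Sc5d the colour of Fig 2C, if read rightly by eye, thus differs from the S1 Table too.

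Fig 3A names HIF-1α among the regulators of low CO2. Here 3 of 21 HIF-1 targets were among the genes rising or highest at 2 h of 1% CO2 (Fisher's exact test, adjusted p = 0.22) and 8 among those of NaOH (Fisher's exact test, adjusted p = 0.0053), while the HIF-1 targets as a set were higher at 2 and 4 h of 1% CO2 (camera adjusted p = 0.037 and 4.0e-05, and adjusted p = 0.18 at 2 h with an estimated correlation). For YAP, which the figure also names, 4 of 18 targets were among these genes of 1% CO2 (Fisher's exact test, adjusted p = 0.036) and 8 among those of NaOH (Fisher's exact test, adjusted p = 0.0018). Of the regulators of NaOH in Fig 3B, MRTFA had 13 of 19 genes of the actin cytoskeleton in the same clusters of NaOH (Fisher's exact test, adjusted p = 5.9e-08), and 9 were in those of 1% CO2 too (Fisher's exact test, adjusted p = 1.7e-06). The lists of targets are not those of the paper's software.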

Other observations

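The tests of explanations in this part were chosen after the results were seen, apart from the test of near-identical copies. Genes of ribosome biogenesis rose in both treatments, 5 of 21 at 2 h and 13 at 4 h of 1% CO2 (camera adjusted p = 7.9e-13 and 1.2e-24) and 8 and 17 with NaOH (camera adjusted p = 1.4e-10 and 2.0e-21). Nop2, a methyltransferase of ribosomal RNA, had a log2FC of 1.65 (SE 0.094) after 4 h of 1% CO2 and 2.29 (SE 0.093) after 4 h of NaOH. Odc1, which makes putrescine, had one of 2.65 (SE 0.15) after 4 h of NaOH and was lower at 1% CO2 than with NaOH at 4 h, at -1.81 (SE 0.14). Of 16 chaperones of the heat shock response, 4 were higher at 2 h and 5 at 4 h of 1% CO2 (camera adjusted p = 1.8e-10 and 7.6e-10), and 7 and 9 with NaOH (camera adjusted p = 1.7e-14 and 7.6e-08). Hsph1 had a log2FC of 1.44 (SE 0.092) at 4 h of 1% CO2, and Dnajb1, a cochaperone of Hsp70, of 1.46 (SE 0.13) at 2 h of 1% CO2 and 3.42 (SE 0.13) at 2 h of NaOH, from where it fell by 2.96 (SE 0.13) to 4 h of NaOH on the log2 scale. At 2 h 3 chaperone genes were lower at 1% CO2 than with NaOH (camera adjusted p = 6.7e-06), namely Dnajb1, Bag3 and Hspa1b. Of 12 NF-κB targets and cytokine genes, 4 were higher at 2 h and 3 at 4 h of 1% CO2 (camera adjusted p = 6.8e-05 and 6.9e-05). With NaOH 7 were higher and 1, Birc3, was lower at 2 h, and 8 were higher at 4 h (camera adjusted p = 9.5e-07 and 1.6e-08). The prostaglandin synthase gene Ptgs2 had a log2FC of 2.07 (SE 0.25) at 2 h of 1% CO2 and 3.42 (SE 0.22) at 2 h of NaOH, and the chemokine gene Cxcl1 of 3.48 (SE 0.24) at 2 h of NaOH. Against NaOH, 5 were lower and 1, Birc3, was higher at 1% CO2 at 2 h (camera adjusted p = 0.012, and adjusted p = 0.073 with an estimated correlation), and 3 were lower at 4 h (camera adjusted p = 7.0e-05). Birc3 lost this call without NaOH 2 h replicate 3 (log2FC 1.02, edgeR adjusted p = 0.083) and with DESeq2 at the paper's settings (0.82). Of 15 NRF2 targets of the antioxidant response, 4 and 2 were higher at 2 and 4 h of 1% CO2 and 4 and 3 with NaOH (camera adjusted p = 7.2e-04, 0.0037, 0.0030 and 0.020). Hmox1, which degrades heme, had a log2FC of 2.21 (SE 0.15) at 2 h of 1% CO2 and 2.64 (SE 0.15) at 2 h of NaOH. Between the treatments none of these 15 genes was called at 2 h with edgeR or DESeq2, with 4 higher and 6 lower on the adjusted p alone and 5 higher and 6 lower at an unadjusted p under 0.05.

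Of 18 genes of mitosis, 1, Ndc80, whose reads near-identical copies may share, was lower at 2 h and 6 were lower at 4 h of 1% CO2 (camera adjusted p = 0.082 and 6.5e-05, and adjusted p = 0.086 at 4 h with an estimated correlation). With NaOH 6 and 12 were lower (camera adjusted p = 0.0027 and 1.2e-05, and adjusted p = 0.22 and 0.074 with an estimated correlation). The kinase gene Plk1 had a log2FC of -1.96 (SE 0.21) at 4 h of NaOH. Of 21 genes of the S phase, 1, the licensing factor Cdt1, was higher at 2 h of 1% CO2 with a log2FC of 1.13 (SE 0.12), and 3 and 5 were lower at 2 and 4 h of NaOH (camera adjusted p = 0.065 and 0.034, and adjusted p = 0.28 at 4 h with an estimated correlation). At 4 h Cdt1 stayed higher at 1% CO2 and Brca1, on few counts, was lower (camera adjusted p = 0.92). Of 17 genes of fatty acid synthesis, 2 were higher at 2 h and 4 at 4 h of 1% CO2 (camera adjusted p = 0.082 and 4.0e-05), and 1, Fasn, was higher at 2 h and at 4 h of NaOH (camera adjusted p = 0.44 and 0.93). The elongase gene Elovl6 had a log2FC of 2.16 (SE 0.18) at 4 h of 1% CO2 and was higher than with NaOH by 1.50 (SE 0.17), among 2 such genes at 4 h (camera adjusted p = 3.4e-05). Of 4 measured LXR targets, 1, the apolipoprotein gene Apoe, was higher in each of the 4 comparisons against 0 h, with a log2FC of 2.04 (SE 0.26) at 2 h of NaOH, but at 4 h of 1% CO2 not without replicate 1 of that group (0.86), and at 2 h of 1% CO2 Arl4c was higher and Mylip lower too (camera adjusted p = 0.51, 0.35, 0.62 and 0.81). Of 14 genes of the circadian clock, 3 were higher and 4 lower at 4 h of 1% CO2 and 4 and 3 at 4 h of NaOH (camera adjusted p = 0.056 and 0.98), with Per3 at -1.59 (SE 0.14) and -2.10 (SE 0.14). Of the 15 TGFβ and BMP targets, 1 was higher and 3 were lower at 2 h of 1% CO2, and likewise 1 and 3 at 4 h (camera adjusted p = 0.88 and 0.78). Of 17 genes of the integrated stress response, Trib3 was lower at 2 h of 1% CO2 and at 2 and 4 h of NaOH, with Pck2, which has near-identical copies, at 4 h of NaOH, and Cebpb was higher at 2 h of NaOH. At 4 h of 1% CO2 none of them was called with edgeR or DESeq2, with 6 higher and 4 lower on the adjusted p alone and 7 higher and 4 lower at an unadjusted p under 0.05. Of 7 measured genes of carbonic anhydrases and transporters of bicarbonate, protons and lactate, the bicarbonate transporter gene Slc4a7, on few counts, was higher at 4 h of each treatment, but at 1% CO2 not without replicate 1 of that group (log2FC 1.09, edgeR adjusted p = 0.060) or with DESeq2 at the paper's settings (0.83). At 2 h none was called with edgeR or DESeq2, with 1 higher and 1 lower at 1% CO2 and 2 and 1 with NaOH on the adjusted p alone, and 2 higher and 2 lower at 1% CO2 and 3 and 1 with NaOH at an unadjusted p under 0.05, and 1 higher at 1% CO2 when adjusted over the list alone. In the 4 comparisons against 0 h, edgeR and DESeq2 called none of 12 genes of endoplasmic reticulum stress, 18 of the lysosome, 11 of fibroblasts and the matrix, and 3 reference genes of the paper's qPCR. At an unadjusted p under 0.05 and at 4 h of 1% CO2, 6 of the endoplasmic reticulum stress genes, 9 of the lysosome genes and 3 of the fibroblast genes were higher and 2, 2 and 1 lower, and at 4 h of NaOH 2, 8 and 3 were higher and 6, 3 and 4 lower, while 0 of the reference genes passed so. At 2 h the higher and lower genes of these 3 lists were 3 and 1, 6 and 1, and 2 and 0 for 1% CO2, and 3 and 2, 9 and 1, and 3 and 4 for NaOH. Of markers of other cell types, 2 of immune cells, 1 of muscle and 0 of epithelial cells, endothelial cells and adipocytes were measured, and edgeR and DESeq2 called none of the 3 against 0 h, with 1, of muscle, lower at 4 h of 1% CO2 at an unadjusted p under 0.05. With DESeq2 at the paper's settings 1 and 2 S phase genes were lower at 2 and 4 h of NaOH, 1 gene of fatty acid synthesis was higher at 2 h and 1 of the circadian clock at 4 h of 1% CO2, and Ndc80 at 2 h and Brca1 at 4 h of 1% CO2 were not called.

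For the number of genes called, each of the 8 comparisons was repeated over the 35 splits of its 8 libraries into 4 and 4. In every comparison 1 split, the real one, reached the real count. Its share of 2.86% is the smallest that 35 splits allow, so that a chance split of these libraries is not excluded. The other splits mix libraries of the 2 groups, which adds the difference between the groups to the spread within them. A batch or handling that goes with a group would pass this test too. The real counts and the highest of the other splits were 538 and 0 for 2 h, 782 and 0 for 4 h, and 129 and 5 for 4 h against 2 h of 1% CO2, and 1168 and 1, 1513 and 1, and 661 and 83 for the same comparisons of NaOH. For 1% CO2 against NaOH they were 633 and 26 at 2 h and 630 and 1 at 4 h.

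Among 4580 genes with a mean normalized count of at least 100, 5 had libraries over 3 times apart in 2 or more groups, namely Gapdh, Rps2, Rps4x, Npm1 and the microRNA gene Mir692-1, chosen after their values were seen. Gapdh went from 23.2 to 1511 normalized counts among the 4 control libraries, and had libraries over 10 times apart in all 5 groups. Near-identical copies elsewhere in the transcriptome were found for 4 of the 5, all but Npm1, and for 246 of 4430 other genes with a transcript searched (5.55%; Fisher's exact test, one-sided, p = 4.7e-05), so that reads shared with paralogs or pseudogenes are a candidate explanation for those 4. Gapdh against the total count of the 20 libraries gave Pearson's r = 0.241 (permutation p = 0.317, Benjamini-Hochberg adjusted 0.317) and Spearman's rho = 0.195 (permutation p = 0.407, adjusted 0.407), with r = -0.048 without the 2 libraries farthest from the median total. The relation did not pass the test. Each of the 5 genes had libraries of one group over 3 times apart at total counts within 20% of each other, from 3.90 times for Npm1 to 260.3 times for Mir692-1 at most, and with NaOH at 4 h the library with the highest total, 4260274, had the lowest Gapdh, 55.9 against 1708 to 1969 in the other 3, which argues against a difference in library size as the source. Why libraries of one group differ in how such reads were assigned was not tested, and neither was a biological explanation.

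Genes changed the same way by both treatments may follow the treatments or time in culture and handling since 0 h. With 0 untreated libraries of 2 or 4 h analysed here, these cannot be told apart for those genes.

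With NaOH, cholesterol synthesis genes as a set were higher at 4 h than at 2 h in the camera test (adjusted p = 0.0057, and adjusted p = 0.094 with an estimated correlation). None of the 19 was called with edgeR or DESeq2, with 9 higher on the adjusted p alone, and 11 higher and 0 lower at an unadjusted p under 0.05. A hypothesis was that they follow later the course seen at 1% CO2. Across the 19 genes, which are not independent replicates, the log2FC of NaOH at 4 h against 2 h and that of 1% CO2 at 4 h against 0 h had Spearman's rho = 0.286 (permutation p = 0.237, adjusted 0.407) and Pearson's r = 0.308 (permutation p = 0.200, adjusted 0.317), with r = 0.209 without the 2 genes farthest from the median. The relation did not pass the test, and the 19 genes are too few to exclude it. These 2 relations are the family of correlations that were tested.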
